# SERRATE interacts with the nuclear exosome targeting (NEXT) complex to degrade primary miRNA precursors in Arabidopsis

**DOI:** 10.1093/nar/gkaa373

**Published:** 2020-05-25

**Authors:** Mateusz Bajczyk, Heike Lange, Dawid Bielewicz, Lukasz Szewc, Susheel S Bhat, Jakub Dolata, Lauriane Kuhn, Zofia Szweykowska-Kulinska, Dominique Gagliardi, Artur Jarmolowski

## Abstract

SERRATE/ARS2 is a conserved RNA effector protein involved in transcription, processing and export of different types of RNAs. In Arabidopsis, the best-studied function of SERRATE (SE) is to promote miRNA processing. Here, we report that SE interacts with the nuclear exosome targeting (NEXT) complex, comprising the RNA helicase HEN2, the RNA binding protein RBM7 and one of the two zinc-knuckle proteins ZCCHC8A/ZCCHC8B. The identification of common targets of SE and HEN2 by RNA-seq supports the idea that SE cooperates with NEXT for RNA surveillance by the nuclear exosome. Among the RNA targets accumulating in absence of SE or NEXT are miRNA precursors. Loss of NEXT components results in the accumulation of pri-miRNAs without affecting levels of miRNAs, indicating that NEXT is, unlike SE, not required for miRNA processing. As compared to *se-2*, *se-2 hen2-2* double mutants showed increased accumulation of pri-miRNAs, but partially restored levels of mature miRNAs and attenuated developmental defects. We propose that the slow degradation of pri-miRNAs caused by loss of HEN2 compensates for the poor miRNA processing efficiency in *se-2* mutants, and that SE regulates miRNA biogenesis through its double contribution in promoting miRNA processing but also pri-miRNA degradation through the recruitment of the NEXT complex.

## INTRODUCTION

In plants, many miRNAs are encoded by independent RNA polymerase II transcription units. The primary transcripts contain a 5′ cap structure as well as a poly(A) tail at the 3′ end (1), and sometimes introns. The primary or spliced pri-miRNAs adopt stem loop structures which are processed by the nuclear endonuclease Dicer like 1 (DCL1) (2) in two sequential reactions. The first step creates shorter miRNA precursors called pre-miRNAs. The second step produces miRNA/miRNA* duplexes of mostly 21 nt with 2 nt overhangs at both 3′ ends. DCL1 associates with the double stranded RNA binding protein HYPONASTIC LEAVES 1 (HYL1) and the zinc finger domain-containing RNA effector protein SERRATE (3–5). Both HYL1 and SE interact with DCL1 as well as with each other (6–8). DCL1, SE and HYL1 form the core of the plant Microprocessor complex and co-localize within the nucleus in special structures known as dicing bodies (D-bodies) (7). In absence of HYL1 or upon reduced activity of SE, dicing by DCL1 is not completely abolished but less efficient and less accurate (3–5). The importance of SE for the biogenesis of miRNAs is illustrated by the phenotype of *se* mutants. Complete loss of SE expression as in the null mutant *se-4* is embryonic lethal, while the *se-1* mutation, which results in the expression of a truncated SE lacking 20 amino acids at its C-terminus, severely affects developmental timing, phylotaxy, meristem function and patterning of leaves and flowers (4,9). The *se-2* mutation, in which the SE protein is truncated by 40 amino acids from the C-terminus, additionally displays the hyponastic leave shape that is characteristic for many miRNA biogenesis mutants including *hyl1-2, hst-1 and ago1-25* (10–13).

In addition to its role in miRNA biogenesis, Arabidopsis SE contributes to both constitutive and alternative splicing of pre-mRNAs (14,15), enhances the transcription of intronless genes (16) and regulates the expression of transposons (17). The human SE ortholog, ARSENITE RESISTANCE PROTEIN 2 (ARS2), is also required for miRNA biogenesis (18). In addition, ARS2 participates to the transcription termination and degradation of 3′ extended snRNAs, PROMPTs (promoter upstream transcripts), eRNAs (enhancer RNAs) and RNAs with 3′ ends inside first introns of protein coding genes (18–21) as well as to the 3′ end processing of histone mRNAs (22) and nuclear export of both snRNAs and mRNAs (23). The roles of SE/ARS2 as versatile and multifunctional RNA effector proteins are linked to their capability to associate with various RNA–protein complexes (20,21,24). An important partner of both human ARS2 and Arabidopsis SE is the nuclear cap-binding complex (CBC) which binds to the 5′ cap structure of all nascent RNA polymerase II transcripts (15,18,25). For example, human CBC–ARS2 interacts with Drosha for miRNA processing, with PHAX (phosphorylated adapter for RNA export) for snRNA export, or with ALYREF, a subunit of the THO/TREX complex that couples mRNA transcription to export (23,24). Alternatively, CBC–ARS2 can associate with the poly(A) tail exosome targeting (PAXT) and the nuclear exosome targeting (NEXT) complexes to promote RNA degradation by the RNA exosome (21,26,27). PAXT and NEXT are so-called activator–adapter complexes that assist the RNA exosome in the nucleoplasm, while distinct activator-adapters such as the TRAMP and SKI complexes modulate the activity of the RNA exosome in the nucleolus and cytoplasm, respectively (28).

PAXT connects the RNA helicase hMTR4 and the Zn-knuckle protein ZFC3H1 with the nuclear poly(A)-binding protein PABPN1, and promotes the degradation of transcripts with long poly(A) tails in the nucleoplasm. In *Schizosaccharomyces pombe*, homologs of MTR4, ZFC3H1 and PAPBN1 form a similar complex named MTREC (Mtl1-Red1-Core) or NURS (nuclear RNA silencing) which is required for the elimination of meiotic mRNAs during mitosis and the degradation of unspliced mRNAs, non-coding RNAs and cryptic intergenic transcripts (29,30). The human NEXT complex also comprises hMTR4 but in association with the Zn-knuckle protein ZCCHC8 and the RNA binding protein RBM7, and targets snRNA, PROMPTs, eRNA and histone RNA precursors extended at 3′ ends for degradation by the nucleoplasmic RNA exosome (31–33). Both PAXT and NEXT assemble in higher order complexes with the Zn-finger protein ZC3H18 and CBC-ARS2 (26). The current view is that the mutually exclusive interaction of CBC-ARS with ZC3H18/NEXT/PAXT or with PHAX/ALYREF determines whether a nuclear RNA is degraded or exported to the cytoplasm (23–24,34).

In a previous study, we demonstrated that the Arabidopsis RNA exosome complex is associated with two nuclear RNA helicases, AtMTR4 and HEN2 (35). AtMTR4 is restricted to nucleoli and targets predominantly ribosomal RNA precursors and rRNA maturation by-products (36). HEN2 is located in the nucleoplasm and targets diverse RNAs including mis-spliced mRNAs, excised introns, 3′ extended snoRNAs and intergenic transcripts (35). Co-purification experiments identified two Zn-knuckle proteins, ZCCHC8A and ZCCHC8B, and a homolog of the RNA binding protein RBM7 as components of the Arabidopsis NEXT complex. This experiment also co-purified CBP20 and CBP80, the two subunits of the CBC. Whether SE can also associate with the plant NEXT complex was not studied yet.

Here, we show that Arabidopsis SE is associated with both CBC and NEXT *in vivo*, and investigate the individual interactions between SE and subunits of NEXT. We show by yeast two hybrid (Y2H) assays, FRET-FLIM and reciprocal co-immunoprecipitation (co-IP) experiments that the two ZCCHC8A and ZCCHC8B subunits directly interact with SE and also function as the central scaffold of NEXT. Loss of HEN2, RBM7 and simultaneous loss of both ZCCHC8A and ZCCHC8B results in the accumulation of miRNA precursors and miRNA maturation by-products, indicating that NEXT stimulates their degradation by the RNA exosome. Further support for a cooperation of SE and the NEXT complex in RNA surveillance is provided by the identification of common targets of SE and HEN2 by transcriptome-wide analyses. Interestingly, we observe that the accumulation of primary miRNAs caused by loss of HEN2 restores levels of mature miRNAs and mostly rescues the developmental phenotype of *se-2* mutants. Taken together, our data suggest that SE is not only required for miRNA processing but also actively promotes the degradation of pri-miRNAs and other types of RNAs by recruiting the NEXT complex. We propose that SE fine-tunes miRNA biogenesis by facilitating miRNA processing or recruiting the NEXT complex to trigger the degradation of pri-miRNAs.

## MATERIALS AND METHODS

### Plant material

All plants used in this study are of Columbia accession. If not noted otherwise, plants were grown on soil at 22°C with 16 h light and 8 h darkness. The *hen2-2* T-DNA insertion line has been previously described (35). The viable exosome mutant lines *mtr3* and *rrp4KD* lines have been described in (37,38). Other T-DNA insertion Arabidopsis lines were obtained from the NASC Arabidopsis mutant collection (http://arabidopsis.info/): *zcchc8a-1* (SAIL_1230_H09), *zcchc8a-2* (GK_598CO6), *zcchc8b-1* (GK_667A12), *rbm7-1* (SALK_005077), *se-2* (SAIL_44_G12), *hyl1-2* (SALK_064863). The double mutants *zcchc8a-1 zcchc8b-1* (*zch8a zch8b), hyl1-2 hen2-2, and se-2 hen2-2* were obtained by crosses. The transgenic line expressing FLAG-SERRATE under the control of 35S CaMV promoter in the *se-1* mutant background has been described previously (15).

### Expression vectors

For co-IP experiments, the genomic sequences of *ZCCHC8A* (*AT5G38600*) and *RBM7* (*AT4G10110*) including their putative promoter regions of 1600 and 1200 bp upstream of the transcription start sites, respectively, but lacking the stop codon and the 3′ UTR were cloned into vector pGWB604 (39). The genomic sequence of *ZCCHC8B* was cloned without its putative promoter but with the 5′ UTR into vector Ub10:CGFP (40). Transgenic lines were obtained by Agrobacterium-mediated floral dip transformation (41) of *zcchc8a-2*, *rbm7-1* and Col-0 plants, respectively.

For FRET-FLIM experiments, the coding sequences of *SE, HEN2, ZCCHC8A, ZCCHC8B, RBM7 and PRP39A* were amplified from cDNA and cloned into a modified pSAT6-DEST-EGFP vector (42), in which the 35S CaMV promoter was replaced by the *UBQ10* promoter. For RFP-fusion proteins, the sequence encoding EGFP was replaced by tagRFP. For BiFC, HEN2 was fused to the N-terminal part of Venus (nVEN-HEN2) and ZCCHC8A was fused to the C-terminal part of CFP (ZCCHC8A-cCFP) derived from vectors described in (43).

For YTH experiments, the coding sequences of *SE*, *HEN2*, *ZCCHC8A*, *ZCCHC8B*, *RBM7* were cloned into vectors pGBKT7 and pGADT7 (Clontech) encoding the Gal4 DNA binding and Gal4 activating domain, respectively. The vectors encoding MBP-SE and MBP-GFP have been described in (11). The sequence of all primers is provided in Supplementary Table S1.

### Co-immunoprecipitation and mass-spectrometry analyses

For each co-IP, 0.3 g of flowers pooled from 5*–*10 plants grown at 20°C were ground in liquid nitrogen. The powder was extracted for 30 min in 1.5 ml of lysis buffer (50 mM Tris HCl pH 8.0, 50 mM NaCl, 1% Triton X-100 and 1× cOmplete™ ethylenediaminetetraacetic acid (EDTA)-free protease inhibitor (Roche)). After removal of cell debris by centrifugation (twice 10 min, 16 000 *g*, 4°C) the cleared supernatants were incubated for 30 min with anti-GFP or anti-FLAG antibodies coupled to magnetic microbeads (μMACS GFP and DYKDDDDK isolation Kits, Miltenyi). Beads were loaded on magnetized MACS separation columns equilibrated with lysis buffer and washed four times with 300 μl washing buffer (50 mM Tris HCl pH 7.5, 0.1% Triton X-100). Samples were eluted in 100 μl of pre-warmed elution buffer (Milteny). Control IPs were performed in Col-0 using either GFP or FLAG antibodies.

Eluted proteins were digested with sequencing-grade trypsin (Promega) and analyzed by nanoLC-MS/MS on a QExactive+ mass spectrometer coupled to an EASY-nanoLC-1000 (Thermo-Fisher Scientific) as described before (44). Data were searched against the TAIR10 database with a decoy strategy. Peptides were identified with Mascot algorithm (version 2.5, Matrix Science, London, UK) and the data were imported into Proline 1.4 software (http://proline.profiproteomics.fr/). The protein identification was validated using the following settings: Mascot pretty rank ≤1, False discovery rate (FDR) ≤ 1% for peptide-spectrum match (PSM) scores, FDR ≤ 1% for protein set scores. The total number of MS/MS fragmentation spectra was used to quantify each protein from at least two independent biological replicates. Biological replicates consisted of plants of the same genotype grown at different dates and in different growth chambers. In the case of ZCCHC8B we used plants derived from two independent transformants that were grown in parallel.

For the statistical analysis we compared the data from two independent experiments for ZCCHC8A, ZCCHC8B, RBM7 and four IPs from two biological replicates for SE to the control IPs using a homemade R package as described in (44). The R-package performs a negative-binomial test using an edgeR-based GLM regression and calculates the fold change and an adjusted *P*-value corrected by Benjamini–Hochberg for each identified protein. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (45) with the dataset identifier PXD014447.

### Yeast two-hybrid analysis

The YTH experiments were performed in three replicates using the Matchmaker Gal4-based two-hybrid system (Clontech) and the *Saccharomyces cerevisiae* strain Y2HGold as described in (11). Yeast cells co-expressing proteins fused to the Gal4 activation domain (AD) and DNA binding domain (BD) were selected on medium lacking the amino acids leucine (L) and tryptophan (T) at 28°C. Interaction was tested on medium lacking also histidine (H) and adenine (A), and on medium complemented with aureobasidin (Aur) and the galactosidase substrate X-αGal.

### Protoplast isolation

The epidermal layer of Arabidopsis leaves was removed using the Tape-Arabidopsis Sandwich method (46). Leaves were incubated in digestion buffer (0.4 M mannitol, 20 mM KCl, 20 mM MES pH 5.7, 1% (w/v) Cellulase Onozuka R10 (Serva), 0.2% (w/v) Macerozyme R10 (Serva) for 30 min with shaking at 20–40 rpm. Protoplasts were released by pipetting and the protoplast suspension was incubated for further 15 min before protoplasts were collected by centrifugation for 5 min at 180 × *g*, washed three times in buffer W5 (154 mM NaCl, 125 mM CaCl_2_, 5 mM KCl, 2 mM MES pH 5.7) and resuspended in 1 ml of 0.2 M mannitol, 15 mM MgCl_2_, 4 mM MES pH 5.7. A total of 100 μl of protoplasts were transferred to new round-bottom tubes containing 5 μg of the desired expression vectors. After adding 100 μl PEG/Ca^2+^ solution (40% (w/v) polyethylene glycol 4000 (PEG, Sigma-Aldrich), 0.2 M mannitol, 100 mM Ca(NO_3_)_2_) samples were incubated 5 min at room temperature before the transformation was stopped by diluting the sample with 450 μl of buffer W5. Protoplasts were collected by centrifugation (3 min at 300 *× g*) and resuspended in 300 μl of buffer W1 (0.5 M mannitol, 20 mM KCl, 4 mM MES pH 5.7). Protoplasts were incubated for 10–12 h at 22°C in dark before FRET-FLIM analyses and 18–22 h at 22°C before BiFC—FRET-FLIM experiments.

### FRET-FLIM analysis

The PicoHarp300-Dual Channel SPAD system (PicoQuant) in combination with a Nikon A1Rsi microscope armed with the 40 × /1.25 water-immersion objective was used for FRET-FLIM analyses. The Picosecond Pulsed Diode Laser LDH-D-C-485 and Supercontinuum Tunable White Light Laser (488 nm) were used for generation of 100 ps excitation pulses at a repetition of 40 MHz. Images were of 256 × 256 pixels frame size and collected with an average count rate of around 10^4^ photons per second for 90–120 s. PhoTime 64 (PicoQuant) software was used to calculate fluorescence decay curves for each pixel. The curves were fitted with the double-exponential decay model using default parameters. For each sample, more than 10 cells from at least three biological repeats (independent protoplast isolation and transformation) were used. The results were evaluated with the two-sided Mann–Whitney–Wilcoxon test (*P*-value < 0.001).

### Protein pull-down assay

Recombinant SE and GFP proteins fused to maltose-binding protein (MBP) were purified from *Escherichia coli* as described before (11). [^35^S]-methionine labeled HEN2, ZCCHC8A, ZCCHC8B and RBM7 proteins were obtained by *in vitro* transcription and translation using the TNT T7 coupled wheat germ extract system (Promega) following the protocol supplied by the manufacturer. Purified MBP-SE and MBP-GFP were bound to amylose beads (NEB) by overnight incubation at 4°C. Excess protein was removed by washing the beads three times with 20 mM Tris HCl pH 7.5, 200 mM NaCl, 1 mM EDTA, cOmplete™ EDTA-free protease inhibitor (Roche) before the radiolabeled proteins were added. After incubation for 2 h at 4°C the beads were washed five times and proteins were eluted with 20 mM maltose. Eluted proteins were separated by 12% SDS-PAGE and detected using a FLA-5000 phosphoimager (Fujifilm).

### RNA analysis

For qRT-PCR and RNA blots, total RNA were prepared from rosettes of three biological replicates of four (Figure 10) and five (Figure 6) week-old plants using the Direct-zol™ RNA Mini Prep Kit (Zymo Research). DNA contaminations were removed using Turbo DNase I. A total of 4 μg RNA were used for cDNA synthesis using SuperScript III Reverse Transcriptase and oligo(dT)_18_. Real-time quantitative PCR (qPCR) was performed using Power SYBR^®^ Green PCR Master Mix (Thermo Fisher Scientific) and the QuantStudio 7 Flex Real-Time PCR System. *GAPDH* (*AT1G13440*) and *PP2A* (*AT1G13320*) mRNAs were used for normalization. Following log transformation, the Student's *t*-test (*P*-value < 0.05) was used for statistical analyses. 3′ RACE-PCR was performed using the SMARTer PCR cDNA synthesis kit (Clontech) following the instructions supplied by the manufacturer. PCR products were separated by electrophoresis on a 1% (w/v) agarose/TBE gel and visualized by ethidium bromide. PCR products amplified from the *hen2-2* samples were excised from the gel, cloned into pGEM, transformed in *E. coli* and analyzed by Sanger sequencing.

### RNA-seq libraries

Total RNA was prepared from rosette leaves from three biological replicates of four week-old plants grown at 22°C and 20°C for the first and second RNA-seq experiments, respectively. RiboMinus™ Plant Kit for RNA-Seq (Thermo Fischer Scientific) was used to deplete rRNAs. Sequencing libraries were prepared from 300 ng of ribo-depleted RNA (NEBNext Ultra II Directional RNA Library preparation kit) and indexed with NEB Next Illumina indexing primers (NEB). An Agilent Bioanalyzer with high-sensitivity DNA chip was used to confirm the quality of the libraries before they were sent for sequencing. Paired-end (2 × 150 bp) sequencing was performed at Fasteris, Geneva, Switzerland on an HiSeq4000 platform. The first RNA-seq experiment comprised wild-type (WT) and *hen2-2* with an average depth of 102 million mapped reads per library. The second RNA-seq experiment comprised WT, *hen2-2*, *se-2* and *se-2 hen2-2* with an average depth of 39 million mapped reads per library.

### RNA-seq data analysis

Raw reads were trimmed for the first 12 nt with the FASTX-Toolkit. Sequencing adapters and remaining rRNA reads were removed using Trimmomatic (47) and Bowtie (48), respectively. Cleaned reads were aligned to the Arabidopsis TAIR10 reference genome using HISAT2 (49). The overall alignment rate was 95–96% for each sample. Stringtie and prepDE.py python scripts were used to obtain gene count matrix reads. For the Stringtie analysis, the TAIR 10.46.gtf annotation file was supplemented with pri-miRNA coordinates retrieved from the mirEX2 database (50). Boxplots were generated using R. Differential gene expression analysis was performed using the DESeq2 R package (51). For Figure 5 and Supplementary Figure S3, RNA-seq read distribution profiles were generated using the bedtools package (52) and visualized using Microsoft Office Excel. Plots represent mean (*n* = 3) RPM values. *MIR* genes structures are generated based on mirEX2 (50,53). For Figures 8, 9, Supplementary Figures S7 and 8, the cumulated reads of three replicates were visualized using IGV v 2.4.14. Venn diagrams were generated using Serial list v 2.3 and https://www.meta-chart.com/venn#/display.

### Small RNA library preparation and analysis

Total RNA was prepared from rosette leaves of 4-week-old WT, *hen2-2*, *se-2, se-2 hen2-2* plants grown at 20°C using the Direct-zol™ RNA kit (Zymo Research). RNA was quantified using the Qubit RNA Assay Kit (Life Technologies) and integrity was confirmed on the Agilent Bioanalyzer 2100 system. A total of 10 μg of each RNA sample were separated by electrophoresis on a 15% polyacrylamide 8M urea gel in 89 mM Tris, 89 mM borate, 2 mM EDTA. Small RNA fractions were cut out and purified from the gel. Libraries were prepared using the TruSeq Small RNA Library Preparation Kit (Illumina). Single-end (1 × 50 bp) sequencing was performed at Fasteris, Geneva, Switzerland on a HiSeq 4000 platform. Adapter sequences were removed from raw reads with FASTX-Toolkit (fastx_clipper). Bowtie was used to align clean reads to the *Arabidopsis thaliana* TAIR10 reference genome using command ‘bowtie –v 0 –k 1 –S’ (48). To obtain mapped reads counts we used Samtools view with -h - F 4 parameters. Statistical analysis was performed with DESeq2 R package (51).

## RESULTS

### SERRATE interacts with the NEXT complex

To identify the SE interactome, we performed co-IP experiments using a FLAG-tagged version of SE (FLAG-SE) fusion protein expressed in the *se-1* mutant background (15). The fusion protein restored all developmental defects of the *se-1* mutant indicating that it is a functional protein (Figure 1A). Proteins that co-purified with FLAG-SE or in mock-IPs were identified by mass spectrometry (LC-MS/MS). Mock-IPs were performed in Col-0 using the anti-FLAG antibody. Among the proteins that were enriched in FLAG-SE IPs as compared to mock IPs (Supplementary Table S2) were the two subunits of the nuclear cap binding complex (CBC), CBP80 and CBP20 (Figure 1B—green diamonds), which confirmed our previous results (15). We also detected factors that have been previously shown to interact with SE for miRNA biogenesis, namely HOS5, CPL1, DCL1, CDC5 and BRM (Figure 1B—blue circles) (7,54–55). SE, HOS5 and CPL1 have also roles in splicing (56). CDC5 is a DNA binding protein that recruits RNA polymerase II to the promoters of miRNA genes (57). CDC5 interacts also directly with both DCL1 and SE and was therefore suggested to have a second role in miRNA processing (57). Similarly, BRM/CHR2, the adenosinetriphosphatase subunit of the large switch/sucrose non-fermentable (SWI/SNF) complex, has dual roles in transcription of miRNA genes and in inhibiting miRNA processing by remodeling pri-miRNA transcripts associated with SE (58). In addition to the five proteins that are core components of or can associate with the Arabidopsis Microprocessor, six subunits of the THO/TREX complex (THO2, THO1, THO6, THO5A, THO7 and THO4B) co-purified with FLAG-SE. This result demonstrated that the association of SE/ARS2 with the mRNA export machinery is conserved between human and plants (23). Interestingly, ZCCHC8A, a subunit of the Arabidopsis NEXT complex was the most enriched protein in the SE IPs. In fact, all components of the NEXT complex HEN2, ZCCHC8A, ZCCHC8B and RBM7 co-purified with SE (Figure 1B—red open circles). Taken together, our data confirm the previously reported interaction of SE with the nuclear cap binding complex (CBC) and miRNA biogenesis factors, and detect the THO/TREX and NEXT complexes as additional partners of SE in plants.

**Figure 1.**
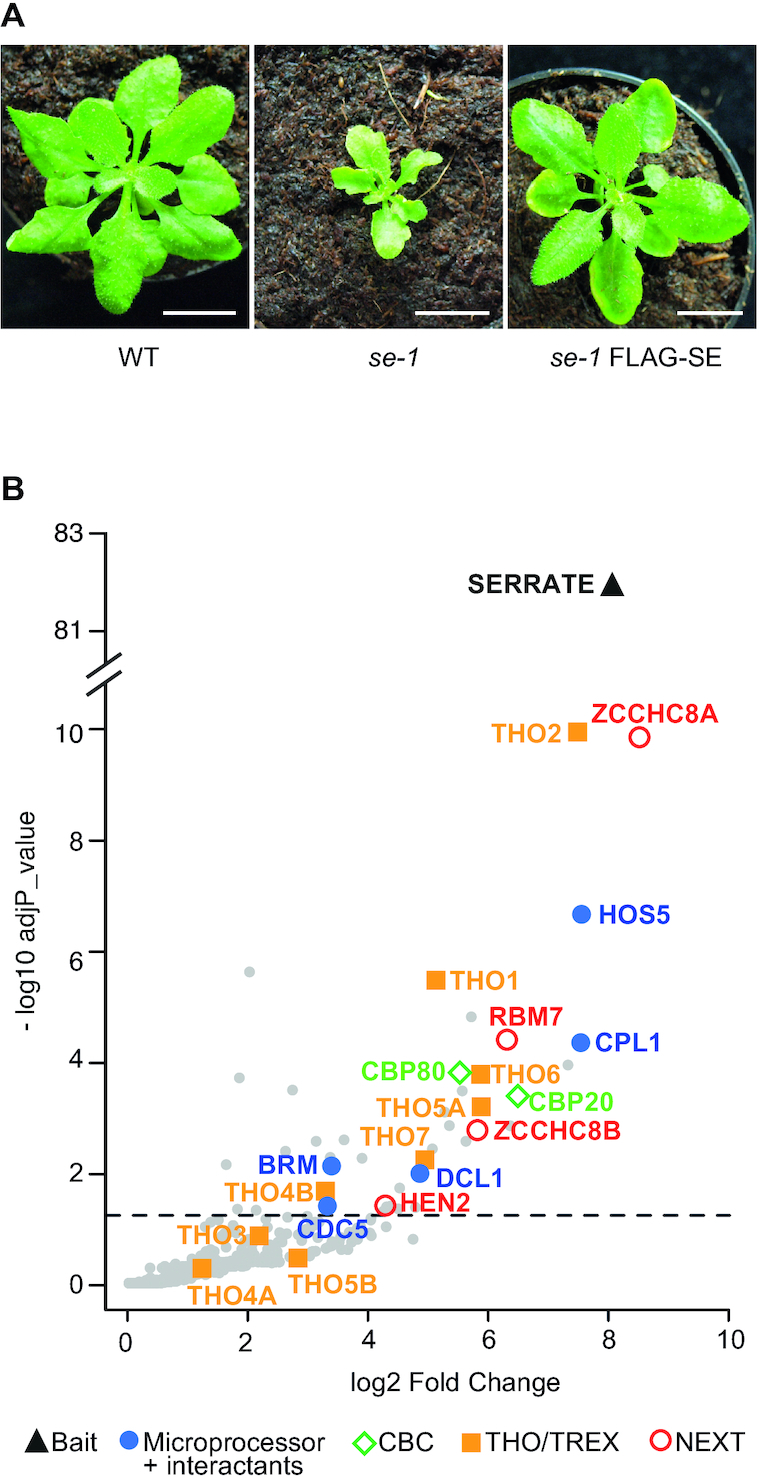
Proteins associated with Arabidopsis SERRATE. (**A**) Phenotypes of 4 week-old WT, *se-1* and *se-1* plants expressing an FLAG-SE. Scale bars are 1 cm. (**B**) Volcano plot showing the proteins co-purified with FLAG-SE as compared to control IPs performed in Col-0. The bait SE is indicated by a triangle. Closed circles label the proteins known to compose or interact with the Arabidopsis Microprocessor complex, diamonds label the two subunits of the CBC, squares label the subunits of the THO/TREX complex and open circles label the subunits of the NEXT complex. The dashed line indicates the significance threshold (adjp < 0.05).

We then used Arabidopsis lines expressing GFP-tagged versions of ZCCHC8A, ZCCHC8B and RBM7 to test the association between SE and the NEXT complex. Indeed, SE was co-purified when ZCCHC8A, ZCCHC8B or RBM7 were used as baits (Figure 2 and Supplementary Table S3). This result confirmed the association of SE with the NEXT complex. The presence of both ZCCHC8A and ZCCHC8B in SE and RBM7 IPs also confirmed that Arabidopsis NEXT can contain either ZCCHC8A or ZCCHC8B. However, the observation that ZCCHC8A is more enriched than ZCCHC8B indicates that the majority of Arabidopsis NEXT complexes comprises the ZCCHC8A subunit, consistent with the lower expression levels of ZCCHC8B.

**Figure 2.**
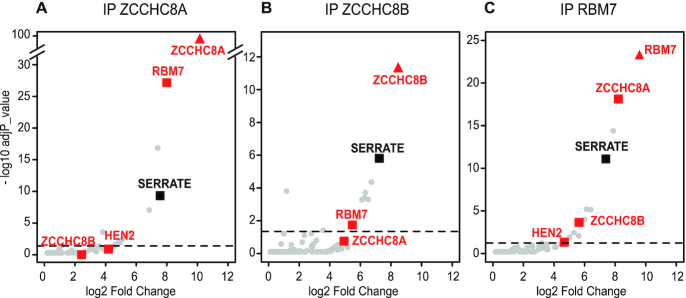
The interaction of SE with the NEXT complex is confirmed by reciprocal IPs. Volcano plots showing the proteins co-purified using GFP-tagged versions of (**A**) ZCCHC8A, (**B**) ZCCHC8B and (**C**) RBM7 as baits as compared to control IPs performed in Col-0. The bait proteins are indicated by triangles. The proteins above the threshold (adjp < 0.05, dashed line) are significantly enriched.

### SE directly contacts ZCCHC8A and ZCCHC8B but not HEN2

As compared to ZCCHC8A and RBM7, the RNA helicase HEN2 was poorly enriched in SE-IPs (Figure 1B) and previous reciprocal IP experiments using HEN2 as bait (35) did also not detect SE. A possible interpretation of these data is that SE does not directly interact with HEN2 in Arabidopsis. To identify the NEXT subunits that interact directly with SERRATE we first performed yeast two-hybrid (Y2H) assays. SE was fused to the Gal4 DNA BD and co-expressed with HEN2, ZCCHC8A, ZCCHC8B or RBM7 fused to the Gal4 AD. Only strains co-expressing SE with ZCCHC8A, ZCCHC8B and RBM7 grew under conditions selective for interacting proteins, suggesting that SE can bind to ZCCHC8A, ZCCHC8B and RBM7 (Figure 3A). By contrast, no interaction was observed between SE and the RNA helicase HEN2 (Figure 3A). We then tested the interactions between SE and NEXT components in plant protoplasts using Forster resonance energy transfer (FRET) analyzed by fluorescence lifetime imaging microscopy (FLIM). The FLIM-FRET method allows to visualize and to quantify direct protein interactions by observing the decrease of the fluorescence lifetime of a donor (SE-GFP in this study) in the presence of an acceptor protein (ZCCHC8A-RFP, ZCCHC8B-RFP, RBM7-RFP, HEN2-RFP in this study). PRP39A-RFP (11) was used as negative control. All fluorescent fusion proteins were expressed to similar levels and co-localized in the nucleoplasm of transformed protoplasts (Supplementary Figure S1). The fluorescence lifetime of SE-GFP was reduced upon co-expression of ZCCHC8A-RFP, ZCCHC8B-RFP and RBM7-RFP but was unchanged upon co-expression of HEN2-RFP (Figure 3B). These results were in line with the results obtained by Y2H and support the conclusion that SE directly binds to the ZCCHC8 and RBM7 subunits of NEXT but not to the RNA helicase HEN2. At last, we also tested the interactions between SE and the NEXT subunits by *in vitro* pull-down assays (Supplementary Figure S2). Recombinant SE fused to the maltose binding protein (MBP-SE) was used as bait while HEN2, ZCCHC8A, ZCCHC8B and RBM7 proteins were produced as radiolabeled proteins by *in vitro* translation. All samples were treated with RNase to ensure that only direct protein–protein interactions were detected. These experiments confirmed the direct interactions between SE and both ZCCHC8A and ZCCHC8B. By contrast, neither HEN2 nor RBM7 was pulled-down by MBP-SE (Supplementary Figure S2). The reason for the lack of interaction between SE and RBM7 *in vitro* is unknown.

**Figure 3.**
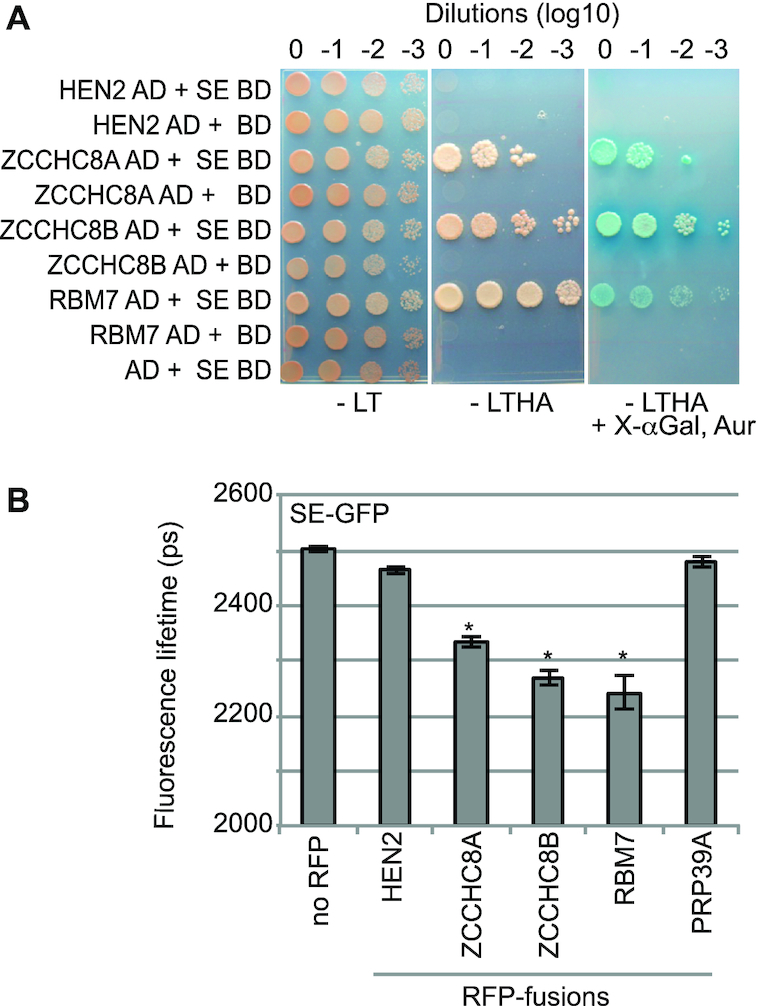
SERRATE interacts with the RBM7 and ZCCHC8 subunits of the NEXT complex. (**A**) Yeast two-hybrid assays. SE was fused to the Gal4 DNA BD. HEN2, ZCCHC8A, ZCCHC8B and RBM7 were fused to the Gal4 AD. Yeast co-expressing the indicated proteins and SE-BD or harbouring the empty pGBDKT7 vector were selected on medium lacking the amino acids leucine (L) and tryptophan (T). Interaction was tested on medium lacking also histidine (H) and adenine (A), as well as on medium complemented with aureobasidin (Aur) and the galactosidase substrate X-αGal. (**B**) FRET-FLIM analyses of Arabidopsis protoplasts expressing GFP fused to SERRATE as fluorescent donor protein. HEN2, ZCCHC8A, ZCCHC8B, RBM7 and PRP39A (as negative control) fused to RFP were used as acceptor proteins. The bar graph presents the fluorescence lifetime of SE-GFP in picoseconds (ps). Error bars indicate the standard error of the mean, *n* > 10. The asterisks indicate significant differences (*P* < 0.001, Mann–Whitney–Wilcoxon test) between the control samples co-expressing SE-GFP and PRP39A-RFP, and the samples co-expressing SE-GFP and the indicated RFP fusion proteins.

Both Y2H and FRET-FLIM assays were also applied to test the individual interactions among the subunits of the NEXT complex. These experiments revealed that HEN2 directly interacts with the two zinc finger-containing proteins ZCCHC8A and ZCCHC8B, but not with the RNA binding protein RBM7 (Figure 4A and B). The interactions between RBM7 and ZCCHC8 proteins could not be tested by Y2H assays because their fusion to the Gal4 DNA BD auto-activated the expression of the reporter gene (Figure 4A). However, FRET-FLIM analysis indicated that both ZCCHC8A and ZCCHC8B can interact with RBM7-RFP (Figure 4B). Moreover, FRET-FLIM data obtained with ZCCHC8A and ZCCHC8B as either donors or acceptors suggested that the two proteins can interact and form both homo- and heterodimers (Figure 4B). To test whether HEN2, ZCCHC8A and SE can form a trimeric complex we combined bimolecular fluorescence complementation (BiFC) and FRET-FLIM. The fluorescent entity formed by the interaction of nVEN-HEN2 with ZCCHC8A-cCFP (Supplementary Figure S1) was used as a donor in FRET-FLIM with SE-RFP as acceptor. Indeed, the fluorescence lifetime of the BiFC-produced donor formed by nVEN-HEN2-ZCCHC8A-cCFP interaction was reduced upon co-expression of SE-RFP, while the co-expression of the PRP39A-RFP control had no effect (Figure 4C).

**Figure 4.**
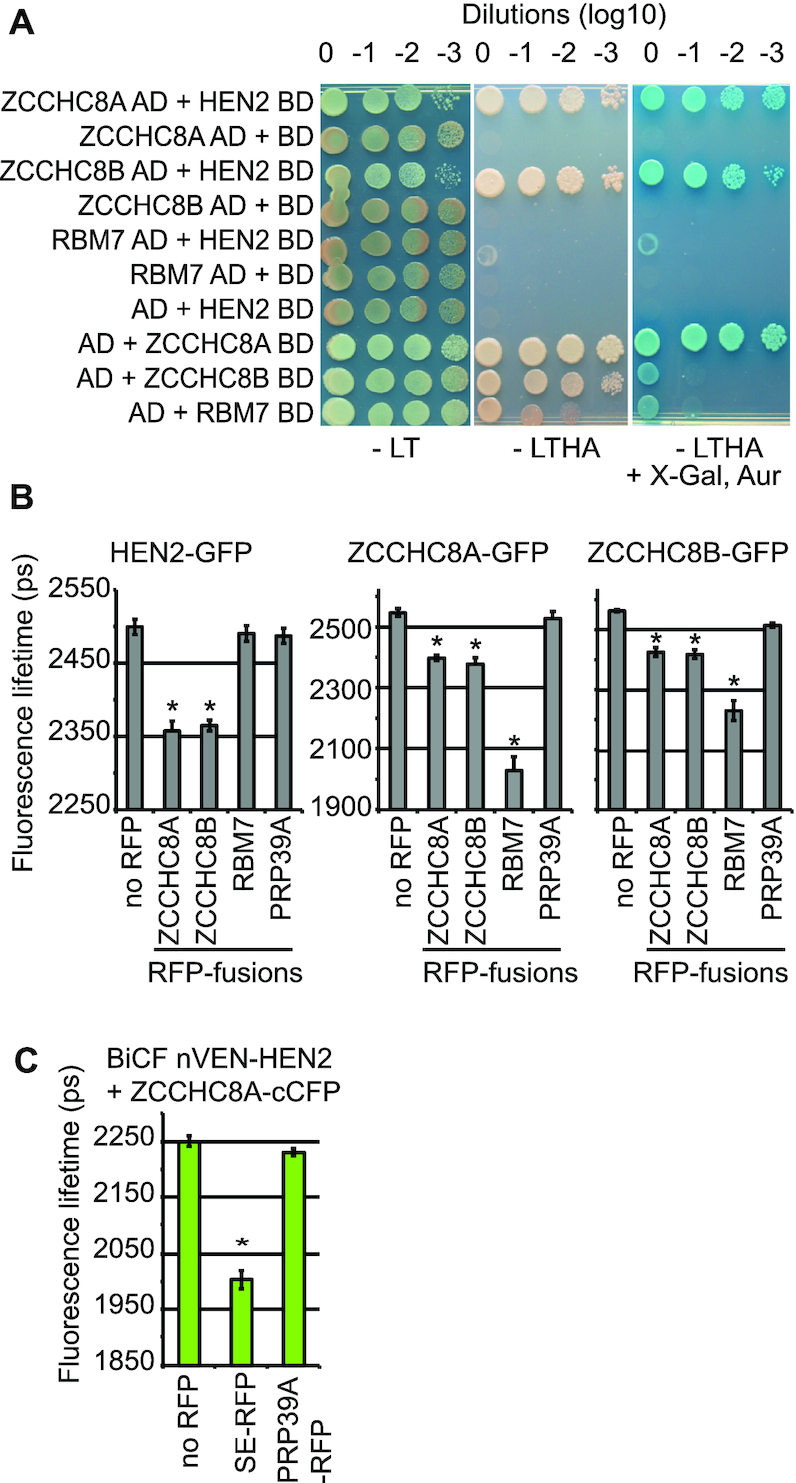
ZCCHC8A and ZCCHC8B interact with both RBM7 and HEN2. (**A**) Yeast two-hybrid analyses of the interactions between the NEXT subunits. Medium lacking leucine (L) and tryptophan (T) was used to select for pGADKT7 and pGBDKT7 vectors. Interaction was tested on medium lacking also histidine (H) and adenine (A), and by adding aureobasidin (Aur) and the galactosidase substrate X-αGal. The interactions within the NEXT subunits were evaluated using HEN2-BD as the fusion of ZCCHC8A, ZCCHC8B and RBM7 to the BD resulted in autoactivation. (**B**) FRET-FLIM analyses of protoplasts co-expressing fluorescent fusion proteins. The bar graphs present the fluorescence lifetime of the donor molecules HEN2-GFP (left panel), ZCCHC8A-GFP (middle panel) and ZCCHC8B-GFP (right panel) in picoseconds (ps). The RFP-fusion proteins used as fluorescence acceptors are indicated at the bottom. (**C**) SE, HEN2 and ZCCHC8A form a trimeric complex. Combined BiFC and FRET-FLIM analysis. The fluorescent donor molecules are produced by the bimolecular interaction of HEN2 and ZCCHC8A fused to the N- and C-terminal fragments of Venus and Cyan fluorescent proteins, respectively. SE and PRP39A were fused to RFP and served as acceptors. The bar graphs present the fluorescence lifetime of the donor molecule produced by BiFC between nVEN-HEN2 and ZCCHC8A-cCFP in picoseconds (ps). Error bars indicate the standard error of the mean, *n* > 10. The asterisks indicate significant differences (*P* < 0.001, Mann–Whitney–Wilcoxon test) between the control samples co-expressing the donor fused to GFP and the indicated acceptors fused to RFP to the samples expressing the donor and the PRP39A-RFP control.

Taken together, our results indicate that the RNA helicase HEN2 and the RNA binding protein RBM7 bind to the two Zn-knuckle proteins ZCCHC8A and ZCCHC8B, but do not bind to each other. In contrast to its human ortholog ARS2 which directly binds to hMTR4 (23), Arabidopsis SE does not bind to HEN2 but can directly interact with each of ZCCHC8A, ZCCHC8B and RBM7.

### The NEXT complex contributes to the degradation of miRNA precursors

Because SE’s substrates notably include miRNA precursors and HEN2 is a key component of the NEXT complex promoting RNA degradation by the nucleoplasmic RNA exosome, we tested for an eventual contribution of HEN2 on the accumulation of miRNA precursors. To this end, RNA-seq libraries were produced and analyzed for WT and *hen2-2* plants. 

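RNA from rosette leaves of 4-week-old WT and *hen2-2* plants grown at 22 °C was sequenced in 3 biological replicates per genotype after depletion of ribosomal RNA. For each library the authors deposited an estimated number of reads and a TPM value for each of 55524 transcripts. The estimated counts of all transcripts of a gene were summed and rounded before testing. The libraries held between 62584903 and 105453755 estimated reads, with a median of 71215388 in WT and 103908153 in *hen2-2*. All *hen2-2* libraries were larger than all WT libraries, so depth and genotype cannot be told apart for transcripts close to the detection limit. Chloroplast genes took 77.6 to 81.5% of the reads of a library, which left 9.4 to 17.6 M reads (M, 1000000) on nuclear genes. A gene with 3 reads had 0.028 to 0.048 reads per 1000000 reads (RPM), depending on the library.

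HEN2 (AT2G06990) lies on chromosome 2 of TAIR10.1 from 2894904 to 2902020. Normalized for library size by edgeR's TMM method, its level was 2.85 ± 0.301 counts per 1000000 counts (CPM; SD, n = 3 libraries) in *hen2-2* and 8.15 ± 0.783 (SD, n = 3) in WT. The log2 fold change was -1.52 (standard error 0.14, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -1.62 and -1.46 with each library left out in turn. The adjusted p from the same test rose to 0.0541 without *hen2-2* replicate 1, 0.0925 without *hen2-2* replicate 2, 0.0594 without WT replicate 1 and 0.0769 without WT replicate 2.

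Of the 19506 genes tested, 214 were higher and 49 lower in *hen2-2* at an adjusted p under 0.05, and 2564 had an unadjusted p under 0.05. In 3870 genes (19.8%) the libraries of the genotypes did not overlap, where chance gives 10%. The counts changed when single libraries were left out, which also leaves fewer residual degrees of freedom. A lost call alone does not show that a gene's change rests on the library left out. No gene passed the threshold without *hen2-2* replicate 2 (1812 genes at an unadjusted p under 0.05), without WT replicate 1 (2032) or without WT replicate 2 (2033). A single gene was higher and a single gene lower without *hen2-2* replicate 1, 102 were higher and 16 lower without *hen2-2* replicate 3, and 191 and 77 without WT replicate 3. Replicate numbers paired the libraries of the genotypes, and a term for the replicate moved the counts most, to 1382 genes higher and 1012 lower.

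The smallest adjusted p among genes with higher levels belonged to the long non-coding RNA AT5G01775 and the non-coding RNA AT4G31408. AT5G01775 rose from 0.123 ± 0.0118 to 1.18 ± 0.117 CPM (SD, n = 3 each), a log2 fold change of 3.25 (standard error 0.21, edgeR adjusted p = 0.0094). AT4G31408 rose from 0.945 ± 0.142 to 7.1 ± 1.09, a log2 fold change of 2.91 (standard error 0.19, edgeR adjusted p = 0.0094). Next to HEN2, SAG12 had the smallest adjusted p among genes with lower levels, with 0.0438 ± 0.00347 CPM in *hen2-2* and 1.03 ± 0.452 in WT (log2 fold change -4.52, standard error 0.42, edgeR adjusted p = 0.013). Without *hen2-2* replicate 2 the adjusted p of AT5G01775, AT4G31408 and SAG12 rose to 0.0925, and without WT replicate 2 to 0.0717, while their direction stayed.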

We focused on the 53 Arabidopsis *miRNA* genes (*MIRs*) with fully annotated gene structures (i.e. including transcription initiation and termination sites) that are expressed from independent transcription units, i.e. not embedded in introns of protein coding genes. Of those 53 pri-miRNAs, 44 were detected in at least 3/6 libraries and had more reads in *hen2-2* mutants as compared to WT plants (Figure 5A). 

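At a minimum of 1 estimated read in at least 3 of the 6 libraries, 45 of the 53 pri-miRNAs were detected, and 34 at a minimum of 5 reads. The median level over the 45 pri-miRNAs was 0.277 RPM in *hen2-2* and 0.0797 RPM in WT, so many sat close to the level of 3 reads. Mean levels were higher in *hen2-2* for 41 pri-miRNAs and lower for 4. The median log2 ratio, with 0.1 RPM added to both means, was 0.89 (quartiles 0.37 and 1.21). A two-sided sign-flip permutation test of the signed-rank statistic gave p = 1e-05, the smallest that 100000 resamples can give. That test runs across genes, which are not independent replicates. With the 8 pri-miRNAs whose libraries of one genotype all held 3 reads or fewer placed at their bound, and 2 with such values in both genotypes left out, the median over 43 was 1.22.

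Across libraries, the per-library medians of *hen2-2* all lay above those of WT (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Differences per pri-miRNA within replicate numbers had medians of 0.52 to 1.13 on the log2 scale. With each library left out in turn the median log2 ratio lay between 0.71 and 0.88. The 26 pri-miRNAs with enough reads for the test of single genes had a median log2 fold change of 1.66, and 25 of them were higher in *hen2-2* (camera with a preset correlation of 0.01, p = 3e-18; fry, p = 0.00062; camera with the correlation estimated from the data, p = 0.0098). With a term for the replicate, camera with the estimated correlation gave p = 0.096 and fry p = 0.0087.

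Of the 26 pri-miRNAs, 5 passed an adjusted p of 0.05 over all genes tested, all of them higher. Adjusted over the list alone, 21 were higher and 1 lower (MIR163). With the replicate term, 18 were higher and 1 lower over all genes. Those 5 were MIR157c with a log2 fold change of 2.39 (standard error 0.40, edgeR adjusted p = 0.046), MIR167a with 1.74 (standard error 0.24, edgeR adjusted p = 0.027), MIR779 with 1.67 (standard error 0.24, edgeR adjusted p = 0.03), and MIR170 and MIR319c. MIR170, MIR319c and MIR163 were chosen after their values were seen. None of the 5 passed without *hen2-2* replicate 1, *hen2-2* replicate 2, *hen2-2* replicate 3, WT replicate 1 or WT replicate 2. The edgeR adjusted p without *hen2-2* replicate 2 was 0.207 for MIR157c, 0.151 for MIR167a and 0.139 for MIR779.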

The analysis of selected loci revealed complex RNA-seq profiles indicating that *hen2* mutant plants accumulate a mixture of miRNA precursors and processing intermediates including introns and maturation by-products corresponding to the regions 5′ and/or 3′ of the mature miRNA sequences (Figure 5B–H and Supplementary Figure S3). For several *MIR* genes including *MIR159a*, *MIR159b*, *MIR161*, *MIR172b* and *MIR823*, the RNA-seq distribution profiles suggested also an accumulation of the unspliced and unprocessed primary miRNA transcripts (pri-miRNA) (Figure 5 and Supplementary Figure S3).

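The counts hold a single value per gene and no position along it, so spliced, unspliced and partly processed transcripts of a MIR gene enter the same number. MIR159b rose from 0.616 ± 0.39 CPM (SD, n = 3) in WT to 3.78 ± 1.42 (SD, n = 3) in *hen2-2*, a log2 fold change of 2.60 (standard error 0.56, edgeR adjusted p = 0.093). MIR159a rose from 0.308 ± 0.0854 to 0.743 ± 0.139 CPM, a log2 fold change of 1.26 (standard error 0.28, edgeR adjusted p = 0.10). MIR159a and MIR159b have nearly the same mature sequence, and reads from that part may have been split between them by the authors' counting. MIR172b rose from 0.194 ± 0.102 to 1.11 ± 0.323 CPM, a log2 fold change of 2.49 (standard error 0.43, edgeR adjusted p = 0.051). All 3 *hen2-2* libraries lay above all 3 WT libraries for MIR159a, MIR159b and MIR172b. With a term for the replicate these loci passed an adjusted p of 0.05, at 0.0012 for MIR159b, 0.03 for MIR159a and 0.0071 for MIR172b in edgeR. Over the alternatives planned in advance, the adjusted p ranged from 0.00044 to 0.26 for MIR159b, from 0.02 to 0.47 for MIR159a and from 3e-05 to 0.2 for MIR172b.

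MIR161 had too few reads for the test, with 9 to 15 reads per library in *hen2-2* and 2 to 4 in WT. MIR823 had 4 to 13 reads in *hen2-2* and 0 to 1 in WT, so its level in *hen2-2* was at least 1.94-fold higher. From the distribution of the reads along these loci, which was not analysed here, the paper proposes that unspliced and unprocessed pri-miRNAs accumulate in the mutant as well. The title of its Figure 5 states that loss of HEN2 leads to accumulation of precursors.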

**Figure 5.**
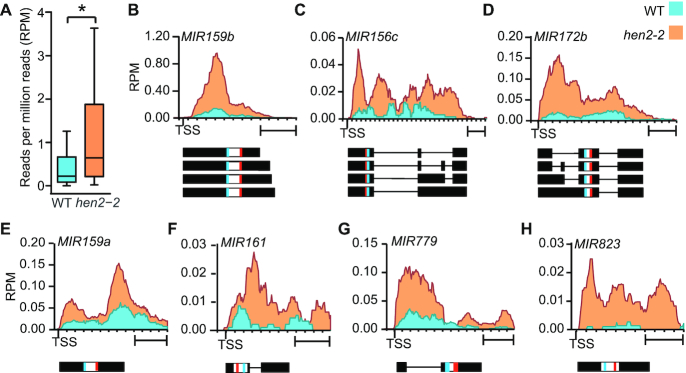
Loss of HEN2 results in the accumulation of miRNA precursors. (**A**) Box plot showing the levels of pri-miRNA transcripts from 44 fully annotated *MIR* genes in three biological replicates of WT and *hen2-2*. The star indicates the significant difference between the two samples (*P* < 0.0001, Wilcoxon Signed Rank test) (**B**–**H**) Coverage of RNA-seq reads shown as reads per million reads (RPM) for selected miRNA genes in WT and *hen2-2*. The organization of the *MIR* genes is shown below each diagram. Lines represent introns, boxes indicate exons. Small bars inside the boxes indicate miRNA and miRNA* sequences. TSS, transcription start site. Scale bars are 400 bp. Additional examples are shown in Supplementary Figure S3.

To test this possibility, we selected two miRNA loci and performed qRT-PCR analysis with primers located in the 5′ region of pri-miRNA that would detect both 5′ maturation by-products and miRNA precursors (Figure 6A). Fragments corresponding to 5′ maturation by-products were also detectable by 3′ RACE-PCR (Supplementary Figure S4). A second primer pair was designed to specifically detect pri-miRNAs (i.e. unspliced and/or spliced, but in any case miRNA precursors not processed by DCL1) (Figure 6A). As compared to WT, the signals obtained with the primers located in the 5′-regions (blue bar graphs) were 25-fold (5′ pri-miRNA 159a) and 35-fold (5′ pri-miRNA 161) higher in *hen2-2* plants. The signals obtained with the primers specific to the pri-miRNAs (red bar-graphs) were 10-fold (pri-miRNA 159a) and 8-fold (pri-miRNA 161) higher in *hen2-2* mutant plants. These results confirmed the results obtained by RNA sequencing and support the conclusion that *hen2-2* mutants accumulate pri-miRNAs, in addition to the 5′ maturation by-products which were also observed in previous studies (35,59). The same experiment was also performed in mutants of NEXT subunits. While *zcchc8a-1* and *zcchc8b-1* single mutants had levels similar to WT, *zcchc8a-1 zcchc8b-1* double mutants also accumulated pri-miRNAs 159a and 161, suggesting that ZCCHC8A and ZCCHC8B can substitute for each other. Loss of the RNA binding protein RBM7 also resulted in the accumulation of pri-miRNAs (Figure 6A).

**Figure 6.**
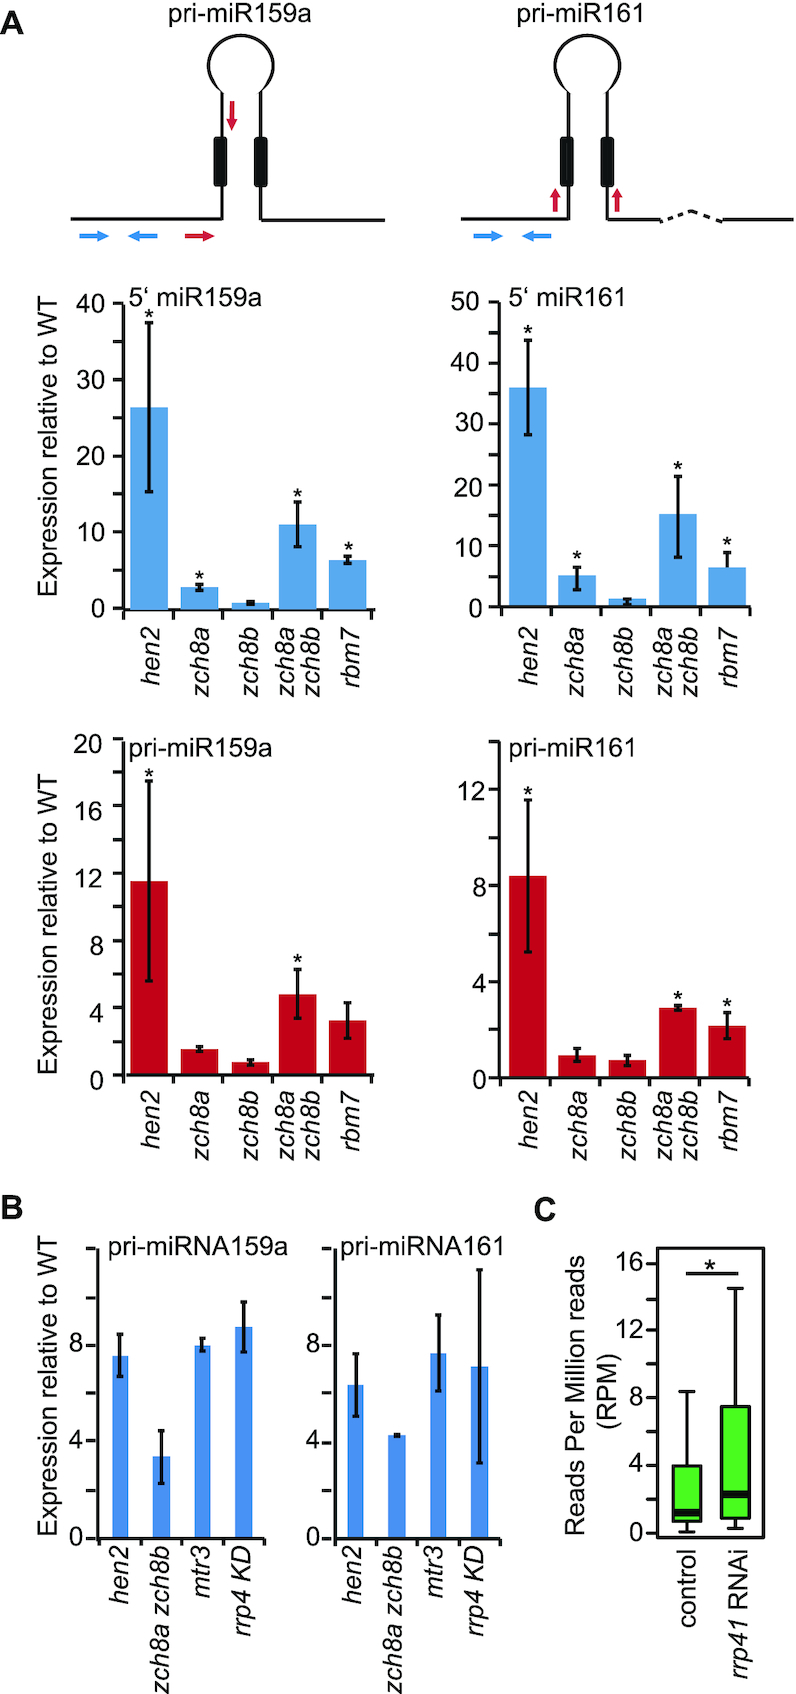
Accumulation of maturation by-products and miRNA precursor transcripts in NEXT mutants. (**A**) Quantification of pri-miRNA levels by qRT-PCR in mutants of NEXT components. The diagrams shown at the top illustrate the primary transcripts of pri-miRNAs 159a and 161. The dashed line indicates an intron. The boxes indicate the miRNA and miRNA* sequences within the stem-loop. The first dicing step occurs at the edges of the stem-loop and releases both 5‘ and 3 maturation by-products and the pre-miRNA which is diced again to excise the mature miRNA/mRNA* duplex. The arrows indicate primers situated either in the 5‘ regions or designed to specifically detect pri-miRNAs. The bar graphs show the mean of three biological replicates, the error bar represents the SD, asterisks indicate significant accumulation (*P* < 0.05, Student's *t*-test) as compared to WT. (**B**) Quantification of pri-miRNA levels by qRT-PCR in exosome mutants. Bar graphs show the mean of two replicates, the error bars indicate the SD. (**C**) Boxplot showing the global levels of 42 miRNA precursors with known gene structures in *rrp41* RNAi and control samples. The RNA-seq data for this analysis were retrieved from (60). The star indicates a significant difference between the means (Wilcoxon Signed Rank Test, *P* < 0.05).

Because the NEXT complex activates RNA degradation by the RNA exosome, we then determined whether these pri-miRNA precursors would also accumulate in RNA exosome mutants. Indeed, we also detected accumulation of pri-miRNAs 159a and 161 in *mtr3* and *rrp4 KD*, two viable mutants of the exosome core complex (Figure 6B). Similar results were obtained for additional pri-miRNA transcripts that we tested by qRT-PCR (Supplementary Figure S5). At last, we re-analyzed a recently published RNA-seq dataset (60) obtained from *rrp41* RNAi mutants for the accumulation of all pri-miRNAs with known gene structure. Forty-two *MIR* transcripts were detected in at least half of the libraries and showed an overall accumulation in *rrp41* RNAi mutants as compared to controls (Figure 6C), strongly indicating that pri-miRNAs are indeed substrates of the exosome complex.

Taken together, these data support the conclusion that NEXT contributes to the degradation of miRNA maturation by-products and assists in the elimination of surplus pri-miRNAs by the RNA exosome.

### Common substrates of HEN2 and SE include targets of nuclear RNA surveillance

The phenotypic analysis of *hen2-2*, *se-2* and *se-2 hen2-2* plants provided additional genetic evidence of a functional link between HEN2 and SE. While *hen2-2* plants have no obvious growth defects, *se-2* mutants display a pleiotropic developmental phenotype with hyponastic leaves characteristic for many miRNA biogenesis mutants (10). In addition, the margins of *se-2* mutant leaves are serrated. Interestingly, the simultaneous mutation of *HEN2* and *SE* partially restored the leaf phenotypes displayed by single *se-2* mutants (Figure 7), although *se-2 hen2-2* plants are sterile when grown under standard conditions. To investigate the molecular basis for the partial restoration of WT phenotypes in *se-2 hen2-2*, we first determined the transcriptomes of WT, *hen2-2*, *se-2* and *se-2 hen2-2* plants by RNA-seq. 

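RNA from rosette leaves of 4-week-old WT, *hen2-2*, *se-2* and *se-2 hen2-2* plants grown at 20 °C was sequenced in 3 biological replicates per genotype. The authors deposited the number of reads they counted on each of 32832 genes, without normalization, and 24069 of these genes had at least 1 count in a library. Each library held between 47.7 and 156.6 M counts (M, 1000000). The median was 120.6 M in WT, 156.0 M in *hen2-2*, 58.1 M in *se-2* and 52.2 M in *se-2 hen2-2*. Replicate 1 of each genotype and replicate 2 of WT and *hen2-2* held over 100 M counts, and the other 6 libraries held fewer. The split at 100 M counts therefore fell between genotypes at replicate 2. Chloroplast genes took 50.6 to 72.2% of the counts, which left 21.5 to 46.3 M on nuclear genes. In each of the 12 libraries 4 was the most frequent count above 0, so a count of 3 lies under the usual step between low values. All 12 libraries entered the same fit, and 19454 genes were tested.

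HEN2 had 7.0 ± 0.979 CPM (SD, n = 3) in WT, 2.61 ± 0.323 in *hen2-2*, 7.86 ± 0.936 in *se-2* and 3.03 ± 1.15 in *se-2 hen2-2*. Its log2 fold change was -1.43 in *hen2-2* against WT (standard error 0.25, edgeR adjusted p = 0.038), -1.21 in *se-2 hen2-2* against WT (standard error 0.25, edgeR adjusted p = 0.026) and -1.38 in *se-2 hen2-2* against *se-2* (standard error 0.25, edgeR adjusted p = 0.026). In *se-2* against WT it was 0.17 (standard error 0.24, edgeR adjusted p = 0.99). SE (AT2G27100) lies on chromosome 2 from 11572397 to 11576658. It had 6.11 ± 0.644 CPM in WT, 5.49 ± 0.727 in *hen2-2*, 2.74 ± 0.314 in *se-2* and 2.96 ± 0.326 in *se-2 hen2-2*. Its log2 fold change against WT was -1.16 in *se-2* (standard error 0.18, edgeR adjusted p = 0.024), -1.05 in *se-2 hen2-2* (standard error 0.18, edgeR adjusted p = 0.012) and -0.16 in *hen2-2* (standard error 0.18, edgeR adjusted p = 1.0). All these falls kept their direction with any library left out, but several did not keep an adjusted p under 0.05. Without WT replicate 2 the edgeR adjusted p was 0.187 for HEN2 in *hen2-2*, 0.122 for HEN2 in *se-2 hen2-2*, 0.0825 for SE in *se-2* and 0.0506 for SE in *se-2 hen2-2*. For HEN2 in *se-2 hen2-2* against *se-2* it reached 0.129 without *se-2 hen2-2* replicate 2.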

Each genotype was compared to WT using DESeq2 (Figure 8; Supplementary Figure S6 and Table S4). 

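At an adjusted p under 0.05 from edgeR, 58 genes were higher and 2 lower in *hen2-2*, 52 higher and 11 lower in *se-2*, and 333 higher and 130 lower in *se-2 hen2-2*, each against WT. At an unadjusted p under 0.05 there were 1025, 1380 and 2838 genes. The libraries of the compared genotypes did not overlap for 2504 genes (12.9%) in *hen2-2*, 2503 (12.9%) in *se-2* and 4087 (21.0%) in *se-2 hen2-2*, against the 10% that chance gives. DESeq2 with a term for the replicate, chosen after seeing the data, moved the counts most, to 545 higher and 266 lower in *hen2-2*, 593 and 672 in *se-2*, and 1445 and 1290 in *se-2 hen2-2*. In edgeR, the replicate term gave 163 and 16 in *hen2-2*, the comparison against WT in which the replicate numbers paired the libraries. A term for the 6 libraries of over 100 M counts, also chosen after seeing the data, gave 133 and 5 genes in *hen2-2*, 79 and 45 in *se-2*, and 526 and 284 in *se-2 hen2-2*.

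Without WT replicate 2, the numbers of genes with higher levels fell to 23 in *hen2-2*, 13 in *se-2* and 124 in *se-2 hen2-2*. Without WT replicate 1 they were 31, 11 and 181, and without WT replicate 3 they were 38, 19 and 176. Of the mutant libraries, leaving out *hen2-2* replicate 2 gave 31 and *hen2-2* replicate 3 gave 34 in *hen2-2*. Leaving out *se-2* replicate 2 gave 20 and *se-2* replicate 3 gave 19 in *se-2*. Leaving out *se-2 hen2-2* replicate 2 gave 156 and *se-2 hen2-2* replicate 3 gave 195 in *se-2 hen2-2*.

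In *hen2-2*, AT5G25280 on chromosome 5 rose from 12.0 ± 3.01 to 74.0 ± 9.57 CPM (SD, n = 3 each), a log2 fold change of 2.63 (standard error 0.20, edgeR adjusted p = 0.00039), and MIR159b had a log2 fold change of 3.28 (standard error 0.27, edgeR adjusted p = 0.00041). QQS was lower, with a log2 fold change of -2.07 (standard error 0.34, edgeR adjusted p = 0.026, and 0.146 without *hen2-2* replicate 3). In *se-2*, MIR156c rose from 0.282 ± 0.0568 to 5.59 ± 1.6 CPM, a log2 fold change of 4.29 (standard error 0.37, edgeR adjusted p = 0.00069), and the long non-coding RNA AT5G15845 had a log2 fold change of 4.27 (standard error 0.40, edgeR adjusted p = 0.0012). PP2-A1 fell from 20.8 ± 2.16 to 2.64 ± 0.629 CPM in *se-2* (log2 fold change -2.98, standard error 0.24, edgeR adjusted p = 0.00069). MRD1, with 1.37 ± 0.865 CPM in WT, was listed at 0 in all 3 *se-2* libraries. In *se-2 hen2-2*, AT3G05165 rose from 2.66 ± 0.129 to 30.3 ± 4.7 CPM (log2 fold change 3.51, standard error 0.19, edgeR adjusted p = 1.1e-05). AT3G05165 and its neighbours in the genome are related genes, and how the authors' counting treated reads shared by them is not stated. MIR159b reached a log2 fold change of 4.23 (standard error 0.28, edgeR adjusted p = 3.6e-05) in *se-2 hen2-2*, and SEN1 fell to 2.71 ± 0.43 from 22.5 ± 10.1 CPM (log2 fold change -3.05, standard error 0.33, edgeR adjusted p = 0.00068).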

Downregulated genes were not further analyzed because of the very limited overlap among the three genotypes (Supplementary Figure S6B). 

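Among genes with lower levels, 1 gene was shared between *hen2-2* and *se-2 hen2-2*. That gene was HEN2, the gene mutated in both. Between *se-2* and *se-2 hen2-2*, 6 genes were shared, SE among them. No gene was shared between *hen2-2* and *se-2*. The comparisons use the same WT libraries, so in 20 simulations of unchanged genotypes equally long lists of the top lower genes shared 0 to 1, 0 to 3 and 0 to 1 genes for these pairs. With 2 genes lower in *hen2-2*, an overlap with that genotype could hold 2 genes at most. In the fit with a term for the replicate, 16 genes were lower in *hen2-2*.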

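Of the 58 genes with higher levels in *hen2-2*, 55 (94.8%) were also higher in *se-2 hen2-2*, where independent calls would share 0.993 genes (one-sided Fisher's exact test, p = 2e-95). The comparisons share the WT libraries, which by itself makes calls overlap. In 20 simulations of unchanged genotypes compared with the same WT libraries, equally long lists of top genes shared 0 to 5 genes, with a median of 3. The number shared was 20 to 56 with each library left out in turn. It was 20 without WT replicate 2, 29 without WT replicate 1 and 31 without *hen2-2* replicate 2.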

Of the 544 genes upregulated in *hen2-2*, 411 were also upregulated in *se-2 hen2-2* (Figure 8A and Supplementary Figure S6C). In agreement with the previously reported roles of HEN2 in RNA surveillance, the 263 genes that were specifically affected in *hen2-2* and the double mutants but remained unchanged in *se-2* comprised a large proportion of long non-coding RNAs (22.2%), snoRNAs (10.8%), snRNAs (1.4%) and other non-coding RNAs (1.4%) which likely represent direct targets of HEN2-mediated RNA degradation (Figure 8B and Supplementary Table S4). 

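Of these 55 genes, 41 were not called in *se-2*, and a gene without a call in *se-2* is not shown to respond differently there. By annotated type, 29 of the 41 (70.7%, 95% binomial confidence interval 54.5 to 83.9%) were protein-coding, against 94.8% of all tested genes. The 5 snoRNAs made up 12.2% (interval 4.08 to 26.2%; Fisher's exact test, adjusted p = 0.00039, against 1.11% of the tested genes). The 3 long non-coding RNAs made up 7.32% (interval 1.54 to 19.9%; Fisher's exact test, adjusted p = 0.081) and the 2 other non-coding RNAs 4.88% (interval 0.596 to 16.5%, adjusted p = 0.061). There was also 1 antisense RNA and 1 miRNA gene, MIR396a, and no snRNA. The share of long non-coding RNAs was 0.0% without *hen2-2* replicate 2, WT replicate 1 or WT replicate 2. That of snoRNAs was 4.17% without *hen2-2* replicate 3 or WT replicate 1 and 6.67% without WT replicate 2. For the other non-coding RNAs it was 8.7% without *hen2-2* replicate 2, 12.5% without *hen2-2* replicate 3, 8.33% without WT replicate 1 and 13.3% without WT replicate 2. The snoRNA AT4G03915, shown in Supplementary Figure S7, had a log2 fold change of 1.13 in *hen2-2* (standard error 0.20, edgeR adjusted p = 0.047, and 0.196 without WT replicate 1) and of 1.42 in *se-2 hen2-2* (standard error 0.21, edgeR adjusted p = 0.0047).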

Of the 590 genes upregulated in *se-2*, 369 were also detected in *se-2 hen2-2* (Figure 8A and Supplementary Figure S6C). 

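Of the 52 genes with higher levels in *se-2*, 39 (75%) were also higher in *se-2 hen2-2*, where independent calls would share 0.89 (one-sided Fisher's exact test, p = 6.8e-59). Equally long lists of unchanged simulated genotypes shared 1 to 5 genes, with a median of 3. The overlap fell to 9 without WT replicate 1, 10 without WT replicate 2 and 16 without WT replicate 3, and to 15 without *se-2* replicate 2 or *se-2* replicate 3. It was 21, 25, 24 and 28 without *se-2 hen2-2* replicate 2, *se-2 hen2-2* replicate 3, *hen2-2* replicate 2 and *se-2* replicate 1.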

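Among the genes called in *se-2* and *se-2 hen2-2* but not in *hen2-2*, 25 in number, 16 (64.0%, 95% binomial confidence interval 42.5 to 82.0%) were protein-coding. The 8 miRNA genes made up 32.0% (interval 14.9 to 53.5%), where miRNA genes were 0.416% of all tested genes (Fisher's exact test, adjusted p = 1.2e-12). The remaining gene was a long non-coding RNA, AT5G15845. Genes of this set were 4 to 28 in number with each library left out in turn, down to 4 without WT replicate 1, 5 without WT replicate 2 or *se-2* replicate 3 and 6 without *se-2* replicate 2. The share of miRNA genes was 54.5% without *se-2 hen2-2* replicate 2 and 50.0% without WT replicate 1. That of protein-coding genes was 25.0% without WT replicate 1, 36.4% without *se-2 hen2-2* replicate 2 or WT replicate 3, and 40.0% without *se-2* replicate 3 or WT replicate 2.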

The 211 genes that were specifically upregulated in *se-2* and *se-2 hen2-2* but not affected in *hen2-2* were mainly miRNA genes (8.1%) and protein coding genes (88.2%) (Figure 8B and Supplementary Table S4). 

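Genes with higher levels in *hen2-2*, *se-2* and *se-2 hen2-2* alike numbered 14, and none was shared by all 3 lists in any of the 20 simulations. Of the 14, 9 (64.3%, 95% binomial confidence interval 35.1 to 87.2%) were protein-coding, 1 was an antisense RNA and 4 (28.6%, interval 8.39 to 58.1%) were miRNA genes (Fisher's exact test, adjusted p = 2.2e-06). The miRNA genes were MIR156c, MIR159a, MIR159b and MIR171b, the last chosen after its values were seen. MIR159a had a log2 fold change of 1.86 in *hen2-2* (standard error 0.29, edgeR adjusted p = 0.019, and 0.136 without WT replicate 2), 2.09 in *se-2* (standard error 0.29, edgeR adjusted p = 0.011, and 0.075 without WT replicate 2) and 4.25 in *se-2 hen2-2* (standard error 0.31, edgeR adjusted p = 6.1e-05). Families of MIR genes share sequence, and reads from their common parts may have been counted on any member.

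Several loci of Supplementary Figure S7 passed in part of the comparisons. GRIK1 had a log2 fold change of 1.21 in *se-2* (standard error 0.19, edgeR adjusted p = 0.020, and 0.113 without WT replicate 3) and of 1.17 in *se-2 hen2-2* (standard error 0.19, edgeR adjusted p = 0.0078). In *se-2 hen2-2* against WT, AT3G46210 had a log2 fold change of 1.73 (standard error 0.28, edgeR adjusted p = 0.0079), AT1G16960 of 1.56 (standard error 0.29, edgeR adjusted p = 0.018, and 0.0925 without WT replicate 2) and AT3G15351 of 1.61 (standard error 0.36, edgeR adjusted p = 0.037, and 0.168 without WT replicate 2). The snoRNA AT3G02445 had a log2 fold change of 3.39 (standard error 0.79, edgeR adjusted p = 0.047, and 0.206 without WT replicate 2), and the non-coding RNA AT2G07042, at 3.01 (standard error 0.78, edgeR adjusted p = 0.073), stayed short of the threshold.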

The common transcripts, upregulated in *hen2-2*, *se-2* and *se-2 hen2-2*, comprised protein coding genes (73%), *MIR* genes (10.8%), long non-coding (lnc) RNA (6.8%), ncRNA (2%), snRNA (1.4%) and snoRNA transcripts (6.1%) (Figure 8B and Supplementary Figure S7). 

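Of the 14 genes called in all mutants, 12 were not called higher in *se-2 hen2-2* than in both single mutants. The exceptions, MIR159a and ABCC7, were called higher against *hen2-2* and against *se-2* as well (ABCC7 was chosen after its values were seen). Left out in turn, single libraries gave 3 to 12 such genes, with 3 without WT replicate 3 and 5 without WT replicate 1 or WT replicate 2. A gene that fails this test is not shown to be equally abundant in the mutants. MIR156c, for example, had a log2 fold change against WT of 2.12 in *hen2-2* (standard error 0.34, edgeR adjusted p = 0.026, and 0.136 without WT replicate 1) and of 4.37 in *se-2 hen2-2* (standard error 0.37, edgeR adjusted p = 0.00012).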

The majority of the common transcripts (131/148) showed a similar accumulation in *se-2 hen2* as compared to single mutants, in line with the idea that SE and HEN2 act together to promote their degradation. By contrast, 265 of the transcripts that were upregulated in *se-2 hen2-2* plants showed significantly increased levels in *se-2 hen2-2* as compared to each of the single mutants (Figure 8C and Supplementary Table S4). 

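In *se-2 hen2-2* against *hen2-2*, 74 genes were higher and 29 lower (1971 at an unadjusted p under 0.05). In *se-2 hen2-2* against *se-2*, 141 were higher and 31 lower (2112). Genes higher against WT, *hen2-2* and *se-2* alike numbered 34. The number ranged from 7 to 27 with each library left out in turn, with 7 without *se-2 hen2-2* replicate 2 and 10 without *hen2-2* replicate 2. Replicate numbers paired the *se-2* and *se-2 hen2-2* libraries, and in edgeR with a term for the replicate 465 genes were higher and 261 lower in *se-2 hen2-2* against *se-2*. AT3G05165 had a log2 fold change of 2.62 against *hen2-2* (standard error 0.19, edgeR adjusted p = 0.00018) and of 2.26 against *se-2* (standard error 0.18, edgeR adjusted p = 0.00041). APL3 had a log2 fold change of 2.53 against *hen2-2* (standard error 0.22, edgeR adjusted p = 0.00077), and AT4G31351 of 3.39 against *se-2* (standard error 0.27, edgeR adjusted p = 0.00041). Among genes with lower levels in *se-2 hen2-2*, PP2-A1 had a log2 fold change of -1.93 (standard error 0.23, edgeR adjusted p = 0.0053) and AILP1 of -1.05 (standard error 0.15, edgeR adjusted p = 0.012, and 0.075 without *se-2 hen2-2* replicate 2) against *hen2-2*. Against *se-2*, AT2G39850 had a log2 fold change of -2.41 (standard error 0.30, edgeR adjusted p = 0.0044) and AT3G11720 of -1.45 (standard error 0.18, edgeR adjusted p = 0.0045).

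Whether loss of HEN2 acts differently in the *se-2* and in the WT background was tested as an interaction. The difference passed for 3 genes (2 higher, 1 lower; 1090 at an unadjusted p under 0.05), and 0 to 4 genes passed with each library left out in turn. A term for the replicate, which pairs WT with *hen2-2* and *se-2* with *se-2 hen2-2*, let 57 genes pass as higher and 27 as lower. For genes that passed in neither fit, a sum of the single effects on the log2 scale is not excluded.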

Interestingly, this group of transcripts was mainly composed of snRNAs (Figure 8D), protein coding genes which often showed a particular increase in reads mapping to the 5′ region and the first intron (Figure 8E), and miRNA precursors (Figure 8F).

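By annotated type, 27 of the 34 genes (79.4%, 95% binomial confidence interval 62.1 to 91.3%) were protein-coding and 6 (17.6%, interval 6.76 to 34.5%, and 28.6% without *hen2-2* replicate 3) were miRNA genes (Fisher's exact test, adjusted p = 5.8e-08). The last was the non-coding RNA AT4G31408, and no snRNA was among them. Among the 333 genes higher in *se-2 hen2-2* than in WT, however, 12 were snRNAs (3.6%; Fisher's exact test, adjusted p = 5.6e-11, against 0.216% of the tested genes).

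Of the snRNA loci of Fig. 8D, U4.8 (AT5G04305) rose from 19.2 ± 1.69 CPM (SD, n = 3) in WT to 45.0 ± 7.31 (SD, n = 3) in *se-2 hen2-2*, a log2 fold change of 1.23 (standard error 0.16, edgeR adjusted p = 0.0022). Against *se-2* it was 0.96 (standard error 0.16, edgeR adjusted p = 0.015, and 0.0916 without *se-2* replicate 3), and against *hen2-2* it was 0.60 (standard error 0.15, edgeR adjusted p = 0.15). U6-1 rose from 14.7 ± 6.29 to 39.2 ± 12.8 CPM (log2 fold change 1.42, standard error 0.48, edgeR adjusted p = 0.18). Both belong to families of near-identical copies, and the authors' counting could have split or dropped their reads. Of the loci in Fig. 8E, ATSDI1 rose from 0.0298 ± 0.0515 to 7.18 ± 5.62 CPM (0 to 9 counts per library in WT; log2 fold change 7.81, standard error 1.09, edgeR adjusted p = 0.0038). The size of this change rests on WT replicate 1, the WT library with counts above 0, and the fitted log2 fold change was 12.4 without it. Its log2 fold change was 4.98 against *hen2-2* (standard error 0.90, edgeR adjusted p = 0.035, and 0.193 without *hen2-2* replicate 2) and 3.90 against *se-2* (standard error 0.84, edgeR adjusted p = 0.061, and 0.0068 with a term for the replicate, over a range of 3e-07 to 0.1 across the alternatives planned in advance). BAM5, AT1G73600 and AT4G21910 had log2 fold changes against WT of 3.98, 1.39 and 1.38, with edgeR adjusted p of 0.13, 0.20 and 0.063. Without WT replicate 1, AT4G21910 passed at an edgeR adjusted p of 0.037.

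Of the MIR genes, MIR157c rose from 0.928 ± 0.831 to 24.7 ± 6.98 CPM in *se-2 hen2-2* (log2 fold change 4.78, standard error 0.59, edgeR adjusted p = 0.0018). Its log2 fold change was 3.13 against *hen2-2* (standard error 0.54, edgeR adjusted p = 0.028, and 0.152 without *hen2-2* replicate 2) and 2.55 against *se-2* (standard error 0.52, edgeR adjusted p = 0.047, and 0.162 without *se-2* replicate 2). MIR396a rose from 0.0491 ± 0.023 to 2.83 ± 0.333 CPM (log2 fold change 5.88, standard error 0.52, edgeR adjusted p = 0.00018). MIR167d had a log2 fold change of 2.16 (standard error 0.53, edgeR adjusted p = 0.058). MIR865 had 0.751 ± 0.103 CPM in *se-2 hen2-2* and was listed at 0 in WT, at least 22.3-fold higher against a floor of 3 counts, or at least 6.09-fold higher against a floor of 11, as low counts come in steps (edgeR adjusted p = 0.025, and 0.102 without WT replicate 2). Position along the transcript, and so the 5′ region and the first intron, cannot be read from counts per gene. From transcripts that rise alike in the mutants, the paper proposes that SE and HEN2 act together on them.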

**Figure 7.**
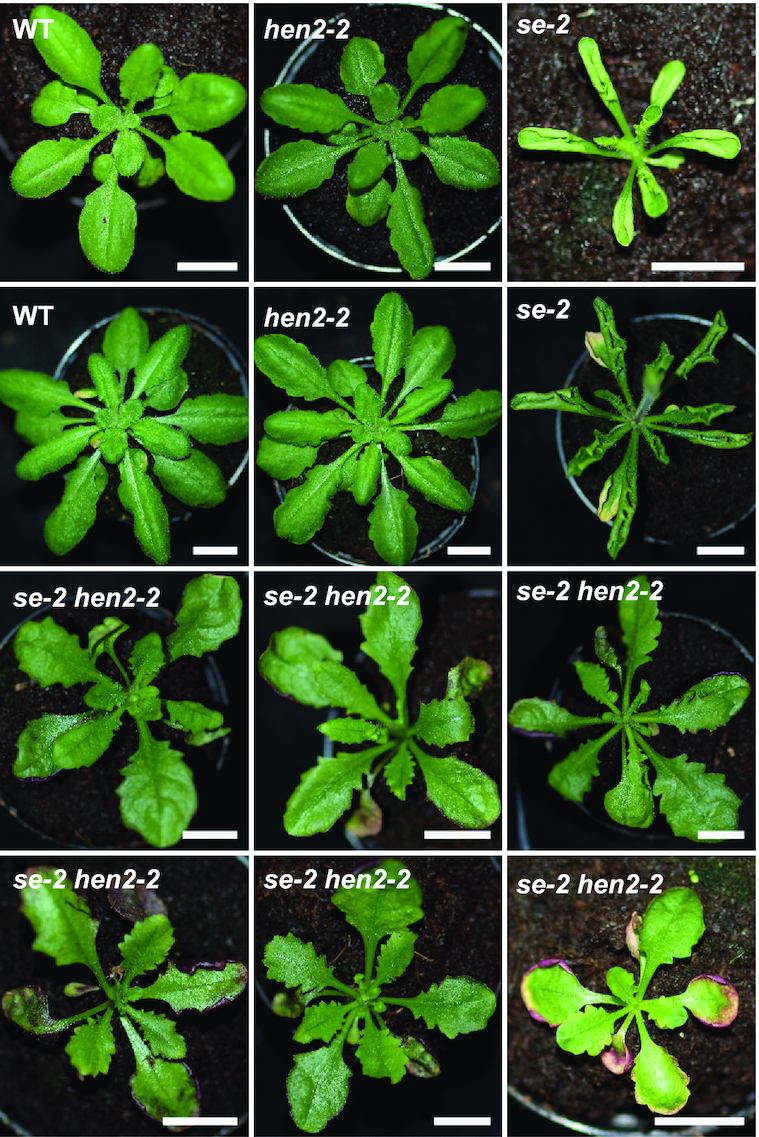
Mutating HEN2 partially restores the phenotypes of *se-2* plants. Five-week-old plants of the genotypes indicated in each panel. Scale bars are 1 cm.

**Figure 8.**
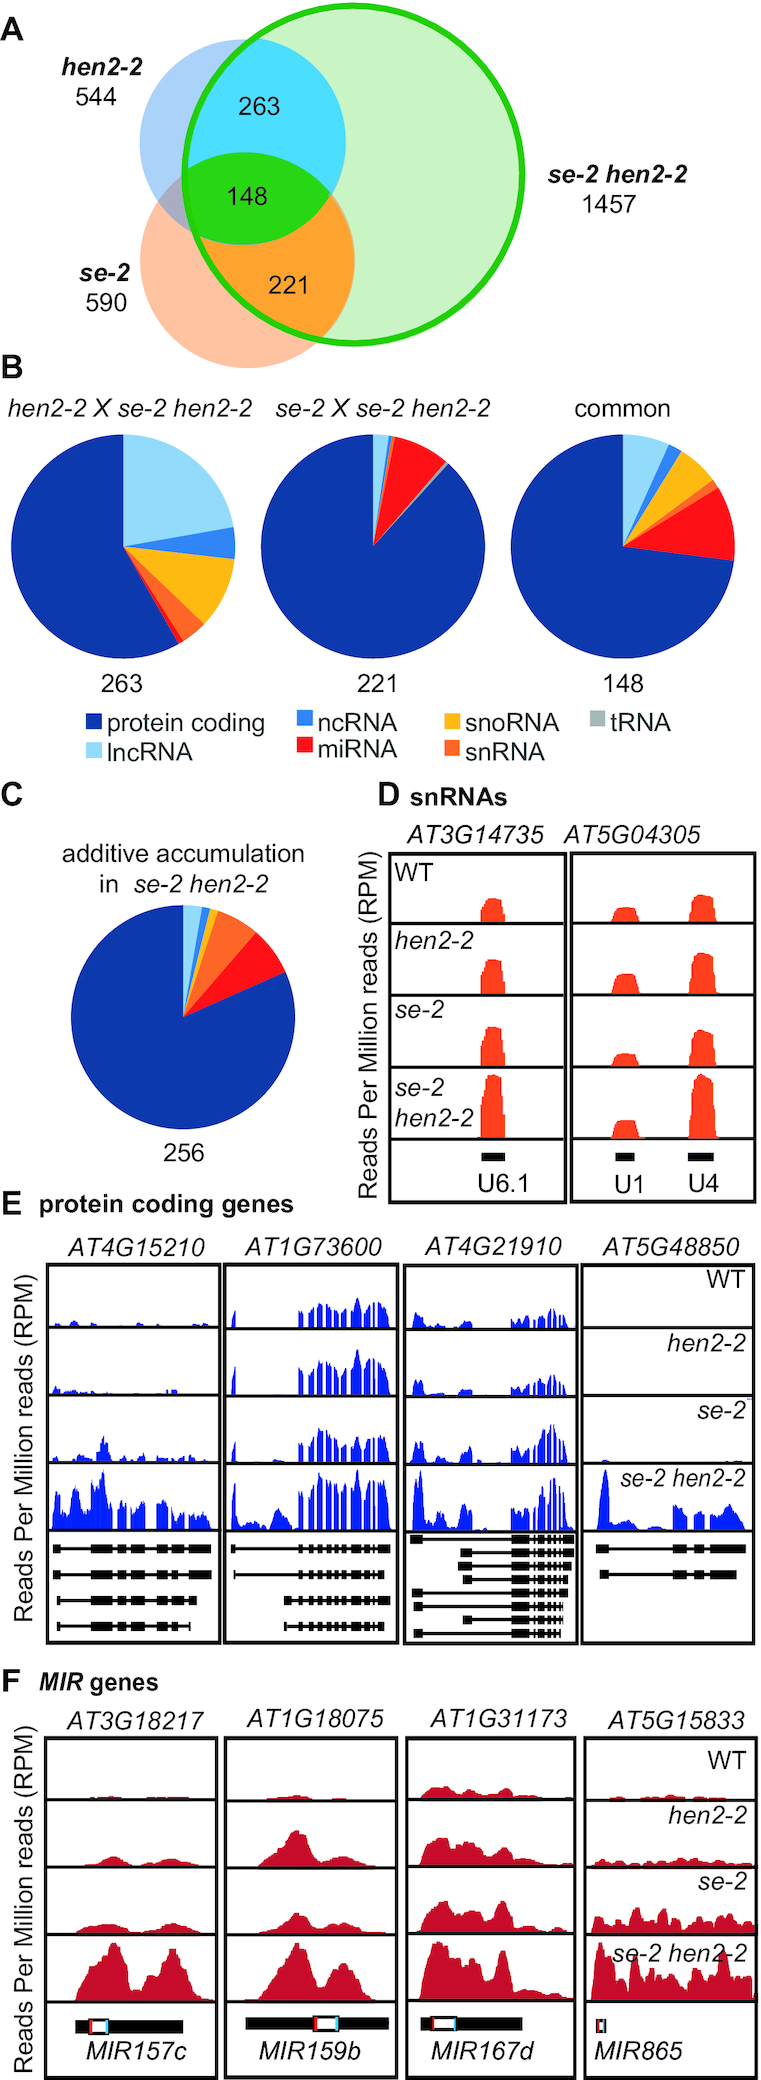
Common targets of both SE and HEN2 (**A**) Genome-wide transcriptome analysis by RNA-seq. Each genotype was compared to WT by DESeq2. The Venn diagram displays the numbers of upregulated transcripts in *hen2-2, se-2* and *se-2 hen2-2* samples. (**B**) Pie charts displaying the proportions of different types of transcripts upregulated in both *hen2-2* and *se-2 hen2-2* (left), *se-2* and *se-2 hen2-2* (middle) and in all three genotypes (right). (**C**) Pie chart showing the transcript types that accumulate to higher levels in *se-2 hen2-2* as compared to each of the single mutants. (**D–F**) RNA-seq read distribution profiles for representative loci encoding snRNAs (D), protein coding genes with increased reads in their 5′ regions, (E) and *MIR* genes (F). The diagrams at the bottom of each panel show the location and structure of the annotated genes with boxes as exons and lines as introns. White boxes represent pre-miRNA, bars inside boxes represent mature miRNA and miRNA*.

### Compromised pri-miRNA degradation compensates for poor miRNA production

Forty-three of the 53 pri-miRNAs with known gene structure were detected in at least 6/12 libraries and had overall more reads in *se-2 hen2-2* samples as compared to *hen2-2* or *se-2* samples (Figure 9A and Supplementary Table S5). 

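With at least 1 count in at least 6 of the 12 libraries, 43 of the 53 pri-miRNAs were detected, and 39 at a minimum of 5 counts. The median level over the 43 was 0.173 RPM in WT, 0.428 in *hen2-2*, 1.19 in *se-2* and 2.08 in *se-2 hen2-2*. Mean levels in *se-2 hen2-2* were above those in *hen2-2* for 40 pri-miRNAs and above those in *se-2* for 34. The median log2 ratio, with 0.1 RPM added to both means, was 1.98 against *hen2-2* (quartiles 0.97 and 2.74) and 0.91 against *se-2* (quartiles 0.24 and 1.48). The two-sided sign-flip permutation tests across these genes gave p = 1e-05, the smallest they can give, and p = 5e-05. Against WT, the median log2 ratio was 0.66 in *hen2-2* (35 of 43 higher), 1.65 in *se-2* (40 of 43) and 2.77 in *se-2 hen2-2* (41 of 43), each with p = 1e-05 from the same permutation test. With pri-miRNAs of 3 counts or fewer at their bound, the medians were 2.59 and 1.05 against *hen2-2* and *se-2*, and 1.03, 2.17 and 3.78 in the mutants against WT. With a bound at 11 counts, as low counts come in steps, they were 2.08 and 0.76, and 0.97, 2.15 and 3.03.

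Across libraries, the per-library medians of *se-2 hen2-2* all lay above those of *hen2-2* (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow), but overlapped with those of *se-2* (exact p = 0.2). The medians of *hen2-2* and WT overlapped as well (exact p = 0.2). Replicate 1 had the lowest median in each genotype, and also the highest share of chloroplast counts. RPM use all counts of a library, so a larger chloroplast share lowers these medians. The overlaps set *hen2-2* replicate 1 (72.2% chloroplast) beside WT replicate 3 (51.7%), and *se-2 hen2-2* replicate 1 (70.2%) beside *se-2* replicate 2 (51.7%). They alone therefore do not show that the genotypes lie close together. Differences per pri-miRNA were also taken within replicate numbers, which at replicates 1 and 3 compare libraries on the same side of 100 M counts. For *se-2 hen2-2* their median was 1.71 to 2.34 against *hen2-2* and 0.76 to 1.03 against *se-2*. Against WT it was 0.43 to 0.78 in *hen2-2*, 1.57 to 1.93 in *se-2* and 2.52 to 3.05 in *se-2 hen2-2*. The median log2 ratio in *hen2-2* against WT was 0.43 to 0.85 with each library left out in turn, the widest relative range of the 5 comparisons. Over 41 pri-miRNAs in the edgeR fit, camera with the preset correlation gave p = 2.2e-29 against *hen2-2* and p = 8.2e-12 against *se-2*. In the same fit, all 5 comparisons passed under fry, with p from 1.2e-06 to 0.0026, and under camera with an estimated correlation, with p from 0.00035 to 0.015.

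**Figure D1:**
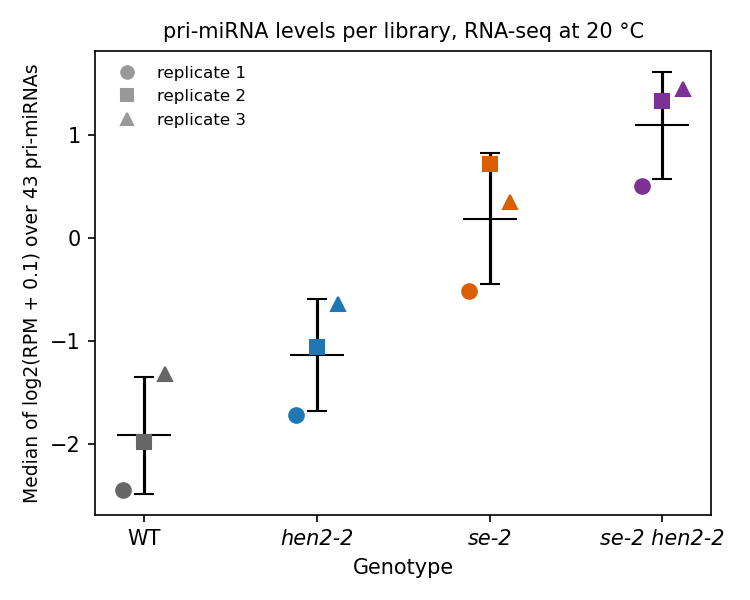
Median over 43 pri-miRNAs of log2(RPM + 0.1) in each of the 12 libraries, by genotype, with the replicate given by the symbol. The line is the mean of 3 libraries and the bars are 1 SD; the libraries run from -2.45 to -1.32 in WT and from 0.5 to 1.45 in se-2 hen2-2.

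Single pri-miRNAs passed an adjusted p of 0.05 over all genes for 11 of 41 against *hen2-2* and 6 of 41 against *se-2*, all higher. Adjusted over the list alone, they were 23 and 11. Against WT, 4 passed in *hen2-2*, 11 in *se-2* and 24 in *se-2 hen2-2* (13, 24 and 31 adjusted over the list alone). Where replicate numbers pair the libraries, the replicate term let 8 pass in *hen2-2* against WT and 11 in *se-2 hen2-2* against *se-2*. The effect of *hen2-2* in the *se-2* background and in the WT background was compared directly. Its difference had a median of 0.00 on the log2 scale, with 20 pri-miRNAs above and 21 below 0 (camera with the preset correlation, p = 0.98; fry, p = 0.97). No pri-miRNA passed for this difference over all genes (9 at an unadjusted p under 0.05), and adjusted over the list alone 1 was higher and 3 lower. A term for the replicate gave 1 lower over all genes. A median near 0 over pri-miRNAs on both sides of it leaves open whether the rise with loss of HEN2 differs between the backgrounds.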

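Outside the 53 pri-miRNAs with known gene structure, the annotation holds 271 miRNA genes, and 117 of these had no count in any library. All 271 were taken as incompletely annotated, and genes embedded in other transcription units were not removed. For its own precursors of this kind the paper used reads on pre-miRNA regions, where counts per gene are used here. At 1 count in at least 6 of 12 libraries 84 were detected, and only 39 at a minimum of 5 counts. Median levels were 0.0231 RPM in WT, 0.0544 in *hen2-2*, 0.0408 in *se-2* and 0.112 in *se-2 hen2-2*, close to the level of 3 counts (0.019 to 0.063 RPM). Mean levels in *se-2 hen2-2* were above those in *hen2-2* for 59 precursors and above those in *se-2* for 61. The median log2 ratios with 0.1 RPM added were 0.14 (sign-flip permutation p = 7e-05) and 0.17 (permutation p = 1e-05). Against WT they were 0.10 in *hen2-2* (53 higher, permutation p = 0.0012), 0.12 in *se-2* (56 higher, permutation p = 0.013) and 0.39 in *se-2 hen2-2* (59 higher, permutation p = 3e-05). The value for *se-2* was 0.43 with a permutation p of 0.19 at a minimum of 5 counts. With each library left out in turn, the medians against WT were 0.08 to 0.14 in *hen2-2* and 0.06 to 0.21 in *se-2*. For *se-2 hen2-2* they were 0.21 to 0.46 against WT, 0.11 to 0.21 against *hen2-2* and 0.12 to 0.2 against *se-2*. With precursors of 3 counts or fewer at their bound, the medians were 0.78 and 0.72 against *hen2-2* and *se-2*, and 0.41, 0.27 and 1.48 against WT. With the bound at 11 counts they were 0.71, 0.28, 0.03, 0.60 and 0.68 in the same order. Over 39 precursors in the fit, camera gave p from 3.1e-11 to 4.1e-05, and fry and the estimated correlation kept all 5 comparisons. Of 40 tested, 5 passed over all genes in *se-2 hen2-2* against WT, and adjusted over the list alone 13 were higher and 2 lower. In *hen2-2* and in *se-2* against WT 1 each passed (10 and 19 at an unadjusted p under 0.05).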

A similar trend was observed for miRNA precursors that are incompletely annotated (Supplementary Figure S8). To investigate the impact of pri-miRNA accumulation on the levels of mature miRNAs, we analyzed WT, *hen2-2*, *se-2* and *se-2 hen2-2* plants by small RNA-seq. This experiment revealed that loss of HEN2 had no global effect on the accumulation of mature miRNAs, while more that 120 miRNAs had significantly reduced levels in *se-2* mutants (Figure 9B and Supplementary Figure S9). In WT and *hen2-2* samples, 23 and 20% of small RNAs corresponded to annotated miRNAs, respectively. By contrast, only 5.8% of the total reads were mature miRNAs in *se-2* (Figure 9B). Mutating HEN2 in the *se-2* background partially restored global miRNA levels to 9.4%. We determined the fold changes for 53 miRNAs with known gene structure and their corresponding miRNAs by DESeq2. Interestingly, we detected a correlation between the increase of pri-miRNAs and the increase of the corresponding mature miRNAs for the comparison of *se-2 hen2-2* versus *se-2*, but not for any of the other pairwise comparisons (Figure 9C and Supplementary Figure S10). This result supports the idea that pri-miRNA levels are not limiting in WT, *hen2-2 and se-2*, but are linked to restored miRNA levels in *se-2 hen2-2*. 

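The log2 fold change of each pri-miRNA from edgeR was compared with the log2 ratio of the mean mature miRNA levels that the paper lists in its Supplementary Table S5. The small RNA libraries themselves were not analysed here. Correlations run across genes, which are not independent replicates, and 39 pri-miRNAs stood for 29 mature miRNAs. For *se-2 hen2-2* against *se-2* (38 pri-miRNAs, 28 mature miRNAs), Pearson's r was 0.42 (permutation test, p = 0.0067, Benjamini-Hochberg adjusted p = 0.034 over 5 comparisons). Without the 2 pri-miRNAs farthest from the median change it was 0.63. It stayed between 0.36 and 0.44 with each library left out in turn, and was 0.29 (permutation p = 0.13) over miRNAs of at least 1 RPM in WT. The mature miRNA was higher in *se-2 hen2-2* than in *se-2* for all 38, and the pri-miRNA for 32 of these.

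Pearson's r was 0.29 (permutation p = 0.073, adjusted p = 0.18) for *hen2-2* against WT, -0.02 (permutation p = 0.90, adjusted p = 0.90) for *se-2* against WT, -0.16 (permutation p = 0.34, adjusted p = 0.43) for *se-2 hen2-2* against WT and -0.19 (permutation p = 0.26, adjusted p = 0.43) for *se-2 hen2-2* against *hen2-2*. For *hen2-2* against WT, r was 0.41 without the 2 pri-miRNAs farthest from the median, and 0.55 (permutation p = 0.0022) over miRNAs of at least 1 RPM in WT. Whether the correlation coefficients differ between comparisons was not tested. Median changes of pri-miRNA and mature miRNA in *se-2* against WT were 2.48 and -2.35 on the log2 scale, and in *se-2 hen2-2* against *se-2* they were 1.23 and 1.44. From the correlation in that last comparison, the paper proposes that pri-miRNA levels are linked to the restored miRNA levels in *se-2 hen2-2* and not limiting in the other genotypes.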

The restoration of miRNA function is also reflected by the fact that many of the miRNA target mRNAs that over-accumulate in *se-2* as consequence of compromised miRNA function have close to WT levels in *se-2 hen2-2* (Figure 9D and Supplementary Table S4).

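The third sheet of Supplementary Table S4 lists 80 miRNA target genes, which the study chose on these libraries, so their change here is not independent evidence. Of these, 61 were tested, and the median log2 fold change in *se-2* against WT was 0.96 (quartiles 0.66 and 1.63), with all 61 higher. In *se-2 hen2-2* against *se-2* the median was -0.88, with all 61 lower, and against WT it was 0.08, with 37 higher and 24 lower. In *hen2-2* against WT it was 0.09, with 35 higher. Camera with the preset correlation gave p = 2.7e-44 for *se-2* against WT (fry, p = 1.1e-06) and p = 4.7e-29 for *se-2 hen2-2* against *se-2* (fry, p = 4.8e-06). For *se-2 hen2-2* and *hen2-2* against WT camera with the preset correlation gave p = 0.049 and p = 0.038, fry p = 0.092 and p = 0.16, and camera with an estimated correlation p = 0.24 and p = 0.22. With a term for the replicate, which pairs *hen2-2* and WT, *hen2-2* against WT gave p = 0.018, p = 0.0054 (fry) and p = 0.039 (camera with an estimated correlation). For *se-2 hen2-2* against WT, where replicate numbers 1 and 3 but not 2 pair the libraries, the term gave p = 0.052, p = 0.0022 (fry) and p = 0.075 (camera with an estimated correlation). The median in *hen2-2* against WT was 0.04 without WT replicate 1 and 0.22 without WT replicate 3. The median in *se-2 hen2-2* against WT changed sign with a term for the deep libraries, to -0.02, and without *se-2 hen2-2* replicate 3, to -0.05. Within replicate numbers the median difference was 0.77 to 0.82 for *se-2* against WT and -0.77 to -0.71 for *se-2 hen2-2* against *se-2*. The effect of *hen2-2* differed between the *se-2* and the WT background by a median of -0.96 (61 of 61 lower; camera with the preset correlation, p = 9.2e-29; fry, p = 1.5e-05).

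Over all genes tested, 11 of the 61 target genes were called higher in *se-2* (38 adjusted over the list alone) and 3 were called lower in *se-2 hen2-2* against *se-2* (41 adjusted over the list alone). In *hen2-2* against WT none was called (9 at an unadjusted p under 0.05). In *se-2 hen2-2* against WT 4 were called higher (5 adjusted over the list alone), so these stayed above WT. Of the genes in Fig. 9D, AT1G63130 rose from 3.12 ± 0.636 CPM (SD, n = 3) in WT to 8.9 ± 1.5 (SD, n = 3) in *se-2*, a log2 fold change of 1.51 (standard error 0.22, edgeR adjusted p = 0.015, and 0.0745 without WT replicate 3). In *se-2 hen2-2* against *se-2* it was -0.94 (standard error 0.22, edgeR adjusted p = 0.087). AT1G63130 belongs to a family of similar genes whose shared reads the counting could have split. ARF8, ATHB-15 and CSD1 had log2 fold changes in *se-2* against WT of 1.53, 1.09 and 1.38 (edgeR adjusted p = 0.12, 0.20 and 0.38). In *se-2 hen2-2* against *se-2* their log2 fold changes were -0.89, -0.78 and -1.35 (edgeR adjusted p = 0.34, 0.31 and 0.26). With a term for the replicate, which pairs *se-2* and *se-2 hen2-2*, the edgeR adjusted p in that comparison was 0.027 for AT1G63130, 0.0023 for ARF8, 0.02 for ATHB-15 and 0.0064 for CSD1. Its range over the alternatives planned in advance was 0.0068 to 0.21, 0.0023 to 0.51, 0.02 to 0.36 and 0.003 to 0.28.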

**Figure 9.**
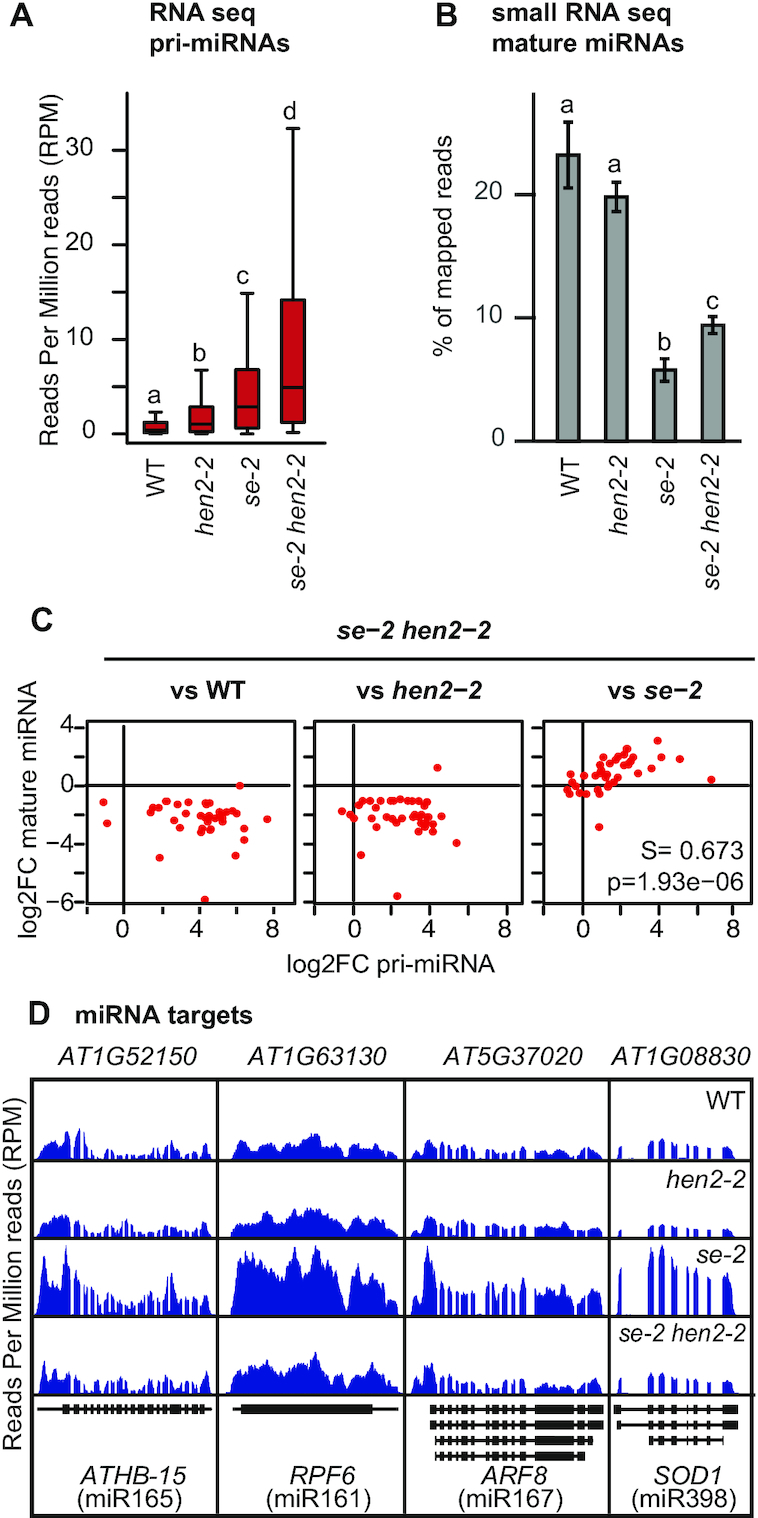
Accumulation of pri-miRNA precursors partially restores miRNA production in *se-2 hen2-2* double mutants. (**A**) Boxplot showing the levels of 43 primary miRNA precursors with known gene structures that were detected in at least 6 of 12 RNA-seq libraries. Different letters indicate significant differences (*P* < 0.0001, Wilcoxon Signed Rank test). (**B**) Bar graph showing the levels of mature miRNAs determined by small RNA-seq in three biological replicates of each genotype in percent of total mapped reads. Different letters indicate significant difference between the samples (*P* < 0.05, Student's *t*-test). (**C**) RNA-seq and small RNA-seq data were compared by DESeq2 and the fold-change of the 43 primary miRNAs considered in (A) was plotted against the fold-change of the corresponding mature miRNAs. A significant positive correlation was determined when *se-2 hen2-2* was compared to *se-2*, but not for any of the other comparisons. S, Spearman correlation coefficient; p, *P*-value. (**D**) RNA-seq read distribution profiles showing the accumulation of known miRNA target mRNA in *se-2* and the restoration of near to WT levels in *se-2 hen2-2*. The diagrams below each panel illustrate the annotated transcripts with boxes for exons and lines for introns.

Interestingly, mutating HEN2 also partially rescued the developmental defects of *hyl1-2* mutants (Figure 10A). Unlike mutating SE, loss of HYL1 had no effect on the accumulation of some known targets of HEN2 (Supplementary Figure S11), but *hyl1-2* mutant plants accumulate miRNA precursors transcripts due to impaired miRNA maturation (3,6). qRT-PCR analysis demonstrated that *hyl1-2 hen2-2* double mutants also accumulated higher levels of pri-miRNAs 159a, 161 and 165 as compared to single *hen2-2* or *hyl1-2* mutants (Figure 10B). At last, small RNA blots revealed that *hyl1-2 hen2-2* double mutants accumulated also more mature miRNAs 159 and 161 than *hyl1-2*, similar to what we observed in *se-2 hen2-2* (Figure 10C). These data further support the hypothesis that higher levels of miRNA precursors resulting from impaired pri-miRNA degradation can compensate for compromised miRNA production efficiency.

**Figure 10.**
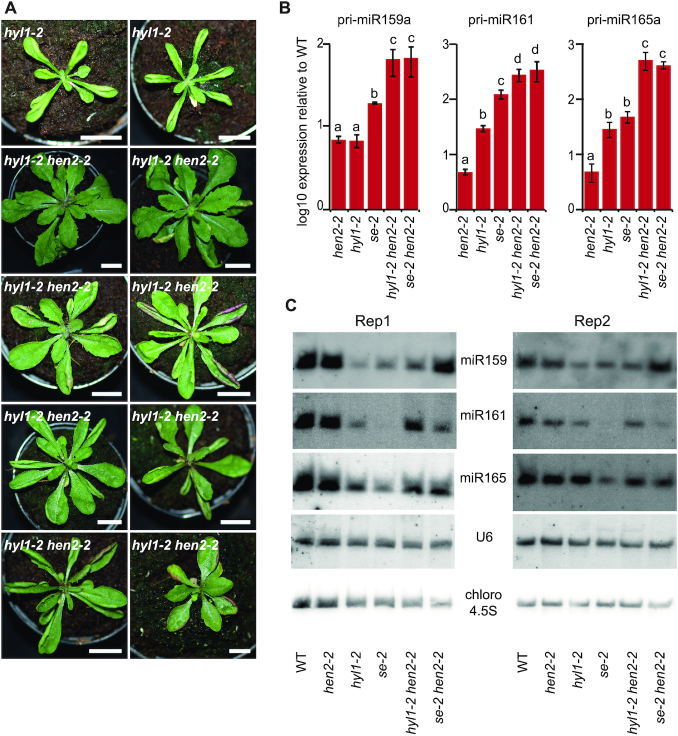
Simultaneous loss of HYL1 and HEN2 partially rescues decreased miRNA. (**A**) Representative pictures of 4-week-old *hyl1-2* and *hyl1-2 hen2-2* plants. Scale bars are 1 cm. (**B**) Relative expression levels of three miRNA precursors determined by qRT-PCR in three biological replicates of WT, *hen2-2*, *hyl1-2*, *se-2*, *hyl1-2 hen2-2* and *se-2 hen2-2*. Distinct letters indicate difference between the means (*P* < 0,05, Student‘s *t*-test). Error bars show the SD. (**C**) Small RNA blots of two biological replicates (Rep) were hybridized with probes specific to miRNAs and U6 snRNA as indicated. Hybridization to chloroplast 4.5 ribosomal RNA is shown as a loading control.

## DISCUSSION

A major result of this study is the unbiased identification of proteins associated with Arabidopsis SE. The proteins that co-purified with FLAG-SE can be sorted in four main groups. The first group comprised the two subunits of the CBC. The direct and stable interaction between CBC and SE/ARS2 is conserved between human and plants and provides the basis for the role of SE/ARS2 as adapter protein between capped RNA complexes and various RNA maturation complexes, including those for 3′ end processing, transport and degradation (15,61). The second group comprises proteins required for different steps in the production of mature miRNA from primary miRNA transcripts. Each of HOS5, CPL1, BRM and CDC5 has previously been shown to physically associate with SE and at least one other component of the trimeric Microprocessor core complex, DCL1 or HYL1 (54,55,57,58). However, only DCL1 was enriched in SE IPs while HYL1 was not detected. This may be linked to technical reasons, perhaps the protein or its association with SE is destabilized under our experimental conditions. Another possible explanation is that the interaction of SE with HOS5 and CPL1 occurs also independently of the Microprocessor complex and promotes transcription and processing of other types of RNAs.

As a third group of SE-interacting proteins we identified homologs of several subunits of the THO/TREX complex. The THO/TREX complex is an evolutionary conserved assembly that connects transcription elongation, splicing and export of mRNAs (62). Arabidopsis THO/TREX is also required for the biogenesis of miRNAs (63,64). The core complex of Arabidopsis THO/TREX consists of HPR1 (THO1), THO2, THO5A/B, THO6, THO7A/B and TEX1 (65) associated with UAP56, MOS11 and the mRNA export adapters THO4B-C (aka ALY2*-*4) (66). Using TEX1, UAP56 and MOS11 as baits, Arabidopsis THO/TREX was shown to associate with a number of splicing factors and with components of the nuclear pore complex (66). Our data now extend these observations by showing that the association of THO/TREX with SE/ARS2 is also conserved in plants.

At last, a portion of Arabidopsis SE is associated with the NEXT complex, similarly to its human counterpart ARS2 (21). The association of SE with the NEXT complex was confirmed by multiple reciprocal co-IPs. Our data strongly indicate that this association is mediated by the ZCCHC8 subunits, which also directly interact with both the HEN2 and RBM7 subunits within the NEXT complex. This latter observation suggests that ZCCHC8A and ZCCHC8B, similar to the role of hZCCHC8 in human NEXT (67), function as central scaffold proteins of NEXT in Arabidopsis. Interestingly, our FRET-FLIM data indicate also that each of ZCCHC8A and ZCCHC8B can interact with itself and with each other. This opens the possibility that the NEXT complex may contain two (or more) ZCCHC8 subunits, and that heterogenic NEXT complexes containing both ZCCHC8A and ZCCHC8B may also exist. However, as compared to ZCCHC8A, poor enrichment of ZCCHC8B in RBM7 or SE-IPs strongly suggests that the majority of Arabidopsis NEXT contains ZCCHC8A. Whether the incorporation of ZCCHC8A and/or ZCCHC8B influences the functional properties of NEXT remains to be studied in detail. In this study, loss of either ZCCHC8A or ZCCHC8B had no major effect and accumulation of miRNA precursors was only observed in the double *zcchc8a zcchc8b* mutant. Hence, ZCCHC8A and ZCCHC8B have at least partially overlapping functions and can replace each other. Moreover, the duality of ZCCHC8A and ZCCHC8B genes is not systematically conserved in higher plants indicating that most species possess a single NEXT complex similar to metazoa.

An interesting observation is that the molecular interaction between NEXT and SE/ARS2 is differently mediated in human and plants. According to *in vitro* assays, ARS2 can directly interact with hMTR4 (23), the functional homolog of Arabidopsis HEN2 (and its nucleolar counterpart AtMTR4) in human cells. The competition of hMTR4 and THO4 for the association with hARS2 determines whether an RNA molecule is exported to the cytosol or degraded by the nuclear exosome (23). In addition, the interaction of human NEXT and PAXT with the ARS2–CBC complex is facilitated by the Zn-finger protein ZC3H18. In our experiments, none of the proteins that were co-purified with SE or the NEXT subunits shared convincing homology with ZC3H18, and the hMTR4 homolog HEN2 was rather poorly enriched in SE IPs and did not directly interact with SE in any of our assays. By contrast, our data strongly indicate that Arabidopsis SE recruits the NEXT complex via a direct interaction with the ZCCHC8 subunits. How these variations are linked to the differences in protein structure (24) and how this impacts RNA processing and stability will be an interesting focus of future research. It also remains to be investigated whether ZCCHC8A/B competes with components of the Arabidopsis THO/TREX complex for binding to SE in a similar manner as hMTR4 and human THO compete for binding to ARS2. It is also tempting to speculate that SE binding to NEXT may perhaps exclude the simultaneous binding of miRNA processing factors such as HYL1.

Based on the results presented here we propose that SE participates in RNA degradation through the recruitment of the NEXT complex. It is therefore interesting to note that the double mutant *se-2 hen2-2* is sterile while double *hyl1-2 hen2-2* show normal fertility. Whether the sterility of *se-*2 *hen2-2* is linked to the role of SE in RNA degradation which is not shared by HYL1 is unknown to date. However, although being caused by both direct and indirect effects, the massive perturbance of the transcriptome observed in *se-2 hen2-2* highlights the importance of nuclear RNA surveillance when RNA processing and sorting processes, many of which do involve the SE/ARS2–CBC complex (24,34), are disturbed. Indeed, further relevance of the interaction between SE and the NEXT complex can be inferred from the experimental identification of well-known substrates of exosome-mediated RNA surveillance as common targets (35,59). An particularly interesting observation is the increased accumulation of snRNA transcripts in *se-2 hen2-2* double mutants. Our approach cannot discriminate between processing and degradation of snRNA transcripts, but the fact that levels of mature U6 snRNAs are not reduced in *hen2-2*, *se-2* and *se-2 hen2* would be in line with the idea that both HEN2 and SE are involved in the degradation of misprocessed or surplus transcripts rather than in snRNA production. Interestingly, human ARS2 was shown to stimulate the 3′ end processing of snRNAs, thereby preventing readthrough transcription (20). Hence, a reasonable speculation is that SE/ARS2 has a double role in snRNA metabolism: the binding of SE/ARS2 to nascent snRNA transcripts may promote both processing and degradation, depending on SE’s interaction with either CPL1, triggering 3′ cleavage, or NEXT, inducing degradation by the exosome (19,24,33,34).

Another type of transcripts that we and other teams observed in *hen2-2* and *se-2* plants are truncated or misprocessed transcripts spanning the first intron (14,15,35,68). Similar 5′ transcript derived from protein coding genes have also been observed in human cells depleted from ARS2 and result from premature transcription termination rather than from compromised splicing of full-length pre-mRNAs (19,34,69). However, both SE and ARS2 do interact with splicing factors. Among the proteins that co-purify with FLAG-SE, both HOS5 and CPL1 have been implicated in splicing (56), and a previous study detected several auxiliary factors of the U1 snRNP as SE interactants (11). A very recent study suggests that the ARS2-mediated recruitment of U1 snRNP to 5′ proximal pre-mRNA sequences favours splicing and full-length transcription, and disfavours premature transcription and degradation (69). Hence, the increased accumulation of truncated or mis-spliced transcripts in *se-2 hen2-2* double mutants may also be explained by a dual role of SE in recruiting either splicing factors or NEXT.

Previous studies based on tiling microarrays already observed the accumulation of 5′ fragments excised from miRNA precursors upon downregulation of the RNA exosome or loss of HEN2 (35,59). Our data extend the role of 3′-5′ degradation by the RNA exosome in miRNA metabolism by showing that loss of HEN2, the central co-factor of the nucleoplasmic RNA exosome, results also in the accumulation of pri-miRNAs. The increase in miRNA precursors in *hen2*, *rbm7* and *zcchc8a zcchc8b* mutants indicated that NEXT participates to the degradation of primary miRNA transcripts that are transcribed in excess. This conclusion is further supported by the observation that mutating HEN2 in *se-2* and *hyl1-2* plants, which have higher levels of precursors because dicing is slow and inefficient when SE or HYL1 are absent (3,4), has additive effects and leads to a pronounced accumulation of pri-miRNAs. These conclusions are in line with a growing body of evidence obtained in yeast, human and plants indicating that RNA degradation by the nuclear exosome does not only eliminate misprocessed and defective RNAs but also controls the levels of functional RNA molecules by restricting the pool of precursors available for maturation (70–72). We have previously shown that slowing down the degradation of unspliced pre-mRNA compensates for the inefficient splicing of a splice-site mutation in the *pas2-2* mutant (73). The competition between degradation and processing pathways is also a compelling explanation for the partial rescue of mature miRNA levels observed in *hyl1-2 hen2-2* and *se-2 hen2-2* mutants.

The observation that miRNA precursors accumulate to higher levels in both s*e-2 hen2-2* and *hyl1-2 hen2-2* as compared with their respective single mutants can be explained with the contribution of HEN2 to pri-miRNA degradation. However, the interaction of SE with NEXT and the observation that *se-2* mutants accumulate also typical targets of nuclear RNA-surveillance supports the hypothesis that the SE’s binding to pri-miRNAs can promote both, miRNA processing by recruiting the Microprocessor complex, or RNA degradation triggered by the recruitment of the exosome. Therefore, we propose that SE has a dual role in both miRNA biogenesis and pri-miRNA degradation.

## DATA AVAILABILITY

The RNA-seq data are available at GEO, accession GSE131542. The proteomic data supporting the conclusions of this study are available at PRIDE PXD014447. Uncropped high-resolution pictures of plants, gels and blots, qRT-PCR data, DESeq2 data and mapping files for the visualization of RNA-seq data are available at https://doi.org/10.6084/m9.figshare.c.4930314.v1.

SERRATE: AT2G27100; ZCCHC8A: AT5G38600; ZCCHC8B: AT1G67210; RBM7: AT4G10110; HEN2: AT2G06990; HYL1: AT1G09700; PRP39A: AT1G04080.

## Supplementary Material

gkaa373_Supplemental_Files Click here for additional data file.

# Supplementary material for: SERRATE interacts with the nuclear exosome targeting (NEXT) complex to degrade primary miRNA precursors in Arabidopsis
**Source:** Nucleic Acids Res. 2020 May 25;48(12):6839–54. doi: 10.1093/nar/gkaa373
**Supplement:** gkaa373_Supplemental_Files

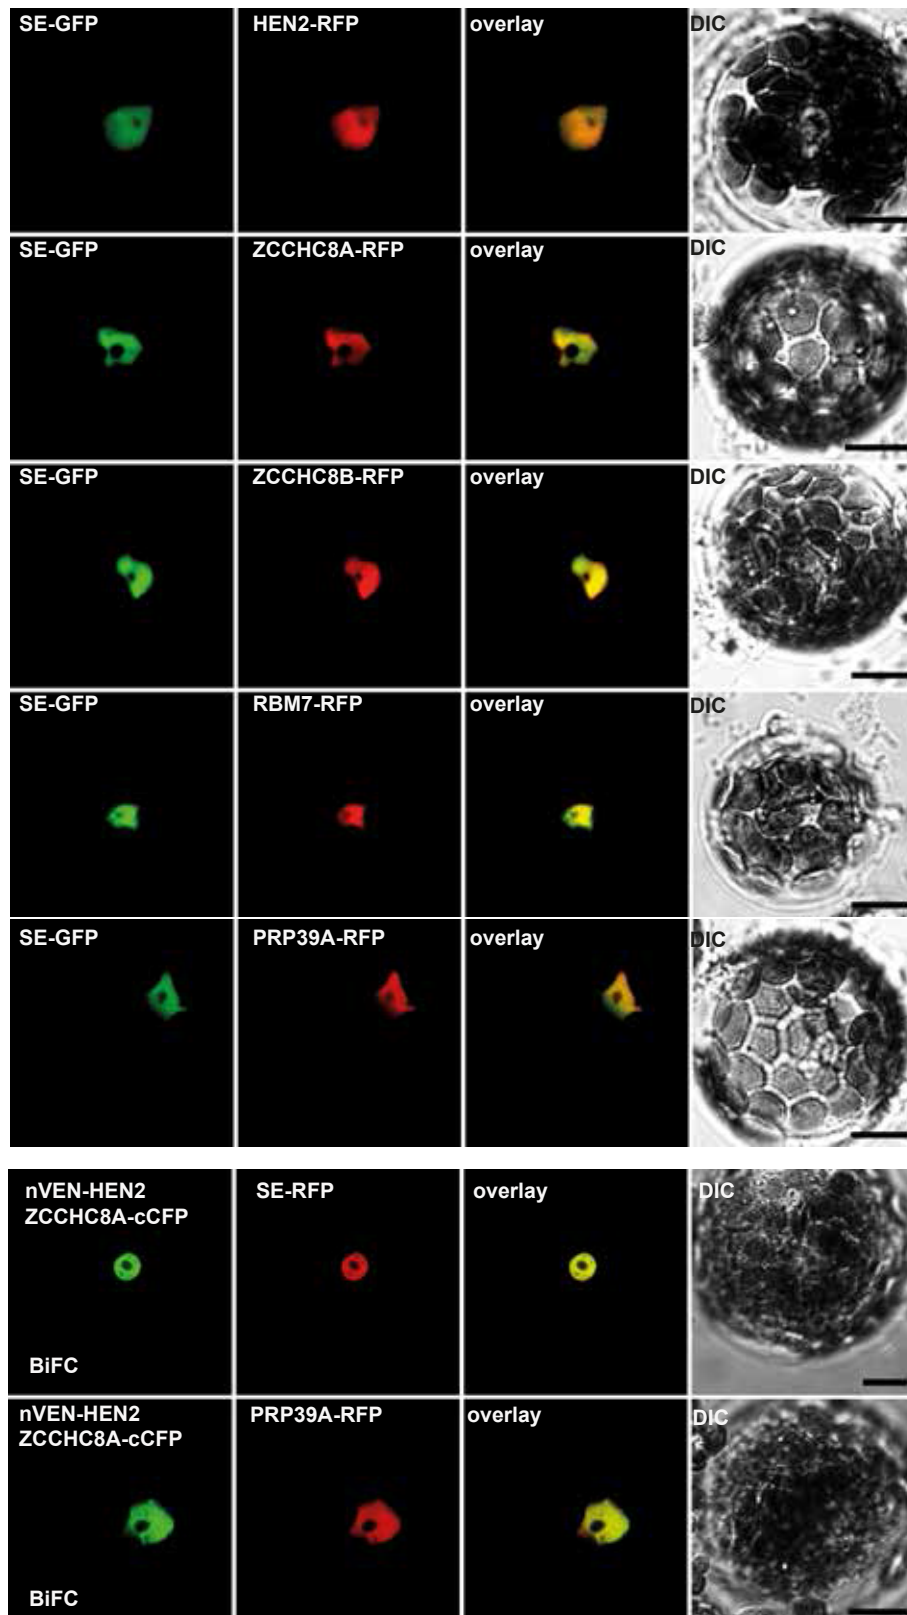

**Supplementary Fig. S1. SE-GFP co-localises with NEXT subunits in the nucleus.** Transient co-expression of fluorescent proteins in Arabidopsis protoplasts. BiFC, Bimolecular Fluorescence Complementation; DIC, differential interference contrast. Scale bars are 10 µm.

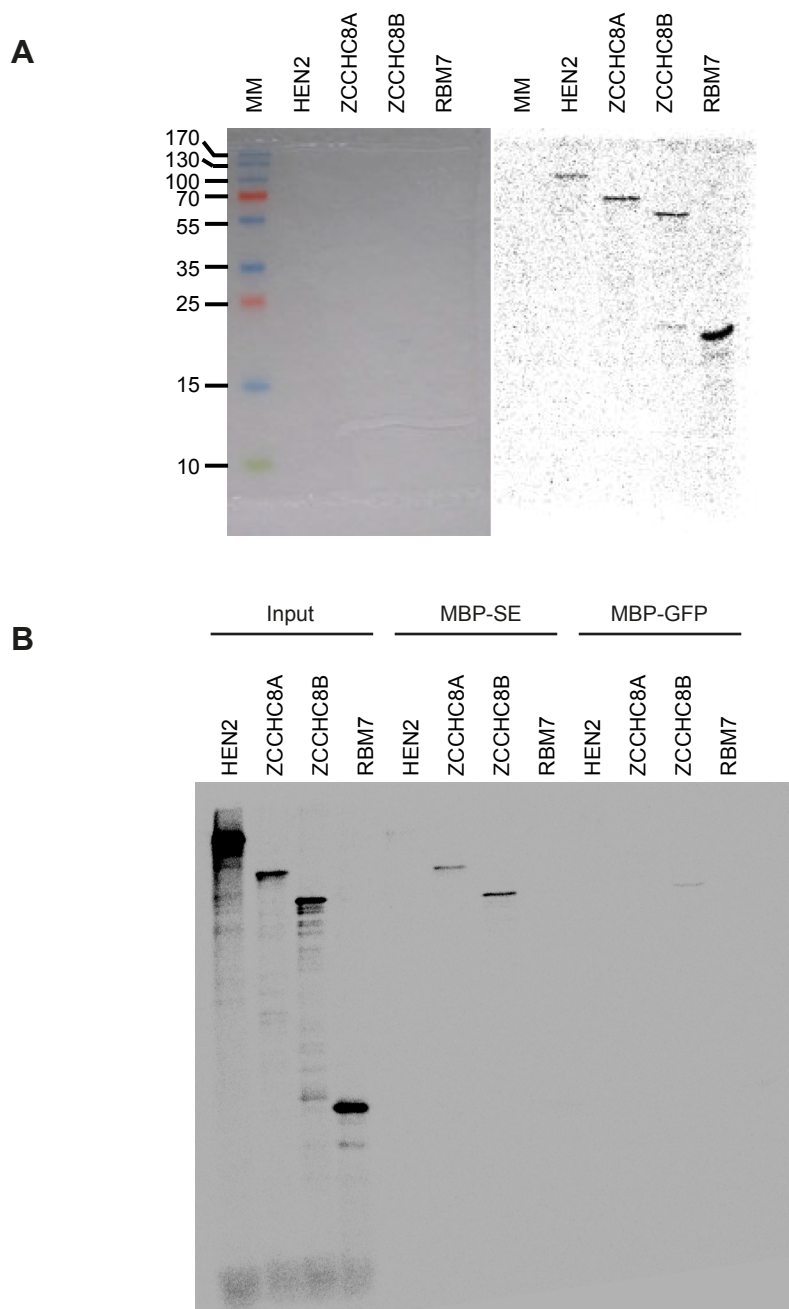

**Supplementary Fig. S2. Recombinant SE interacts with ZCCHC8A and ZCCHC8B.**

**(A)** The proteins indicated on the top of the gel were produced by *in vitro* transcription and translation in presence of [<sup>35</sup>S]-methionine and analysed by autoradiography. The gel with the size marker (in kDa) is shown on the left, the exposure to a phosphorimager plate is shown on the right.

**(B)** SE or GFP fused to the maltose binding protein (MBP) were purified from *E. coli*, bound to amylose beads and incubated with radiolabelled proteins as indicated. Proteins were eluted with maltose, separated by SDS-PAGE and visualized using a phosphorimager.

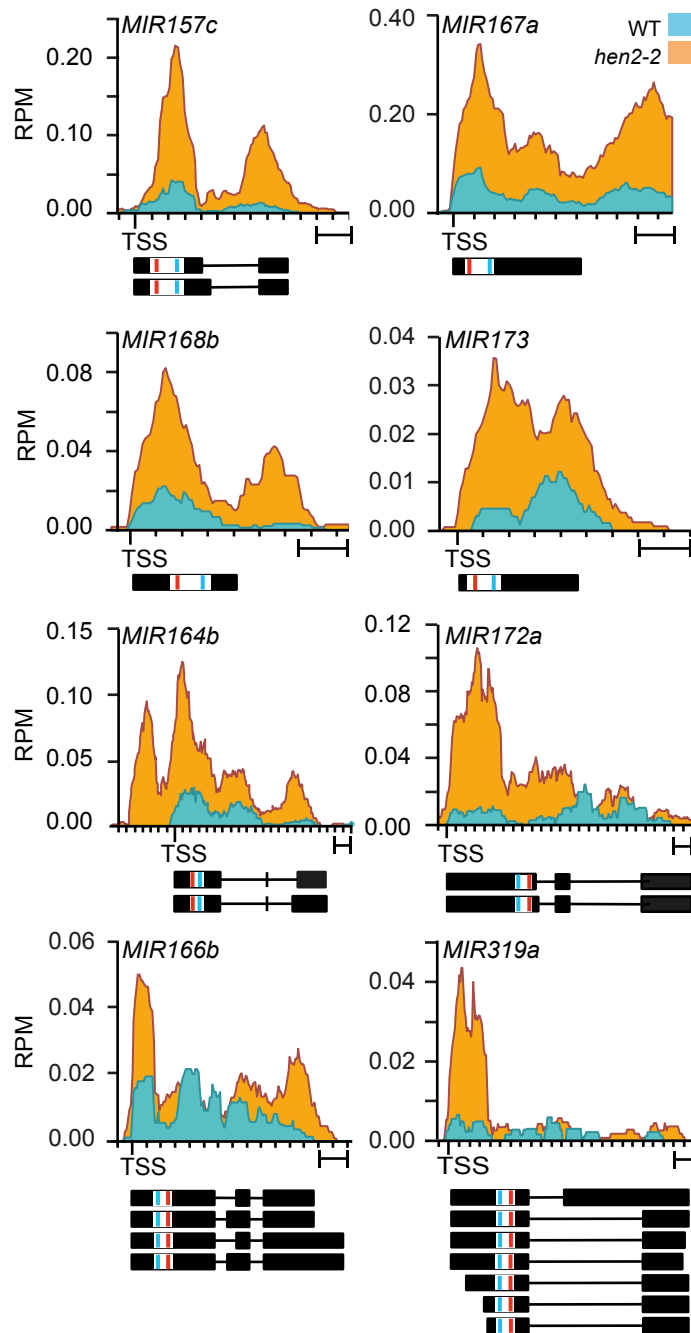

**Supplementary Fig. S3. Accumulation of miRNA precursors and maturation by-products in *hen2-2* plants.** Reads per million reads (RPM) for selected miRNA genes in WT (blue) and *hen2-2* (orange). The organisation of the miRNA genes is shown below each diagram. Lines represent introns, boxes indicate exons. White boxes correspond to pre-miRNAs. The location of mature miRNA and miRNA\* sequences are indicated in red and blue, respectively. TSS, transcription start site. Scale bars are 200 bp.

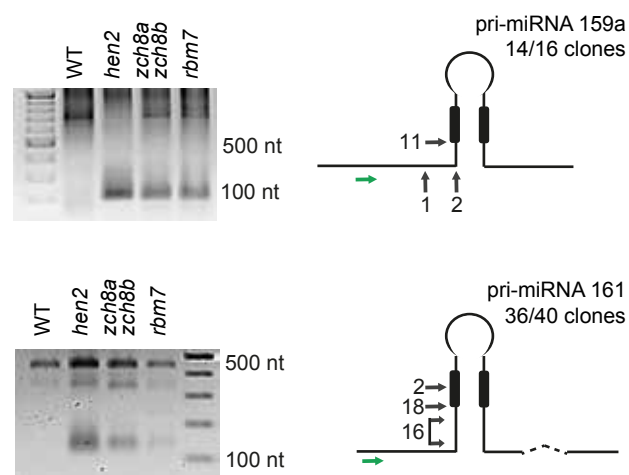

**Supplementary Fig. S4. 5' by-products of miRNA processing detected by 3' RACE.** Following cDNA synthesis primed with oligo-dT, 3' RACE-PCR with a primer (green arrow) situated in the 5' region of the pri-miRNA sequence was used to detect 5' maturation by-products. PCR products were analysed by electrophoresis (left). The PCR products detected in *hen2-2* mutants were excised, cloned and sequenced (right). A diagram of the pri-miRNA is shown on the right. The black boxes indicate miRNA and miRNA\* sequences. The dashed line indicates an intron. The forward primer used for 3' RACE is indicated by the green arrow. The black arrows indicate the 3' ends of the cloned PCR products.

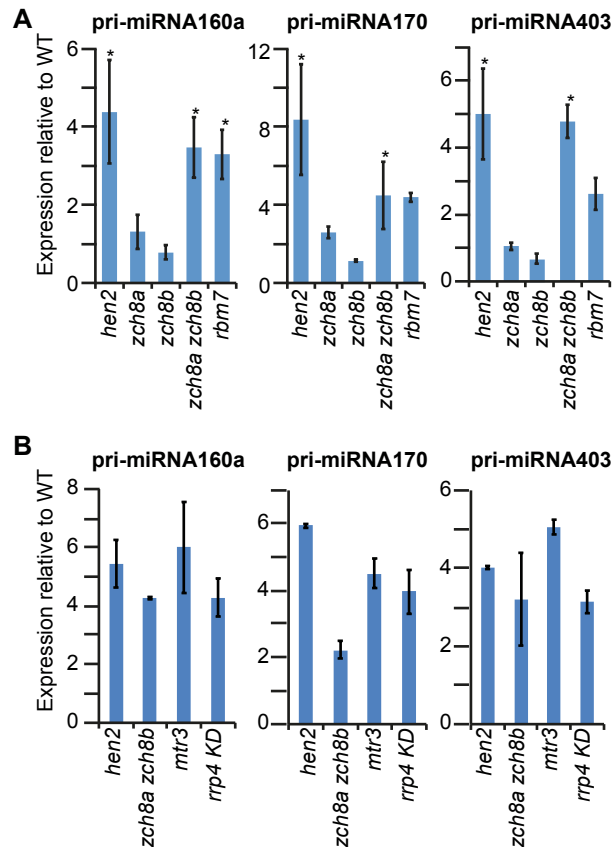

**Supplementary Fig. S5. Accumulation of pri-miRNAs in NEXT and exosome mutants.** Levels of pri-miRNAs were determined by qRT-PCR using primers specifically detecting pri-miRNAs. The bar graphs show the mean of three (A) and two (B) biological replicates. Asterisks indicate significant accumulation ( $p < 0,05$ , Student's t-test) as compared to wild type.

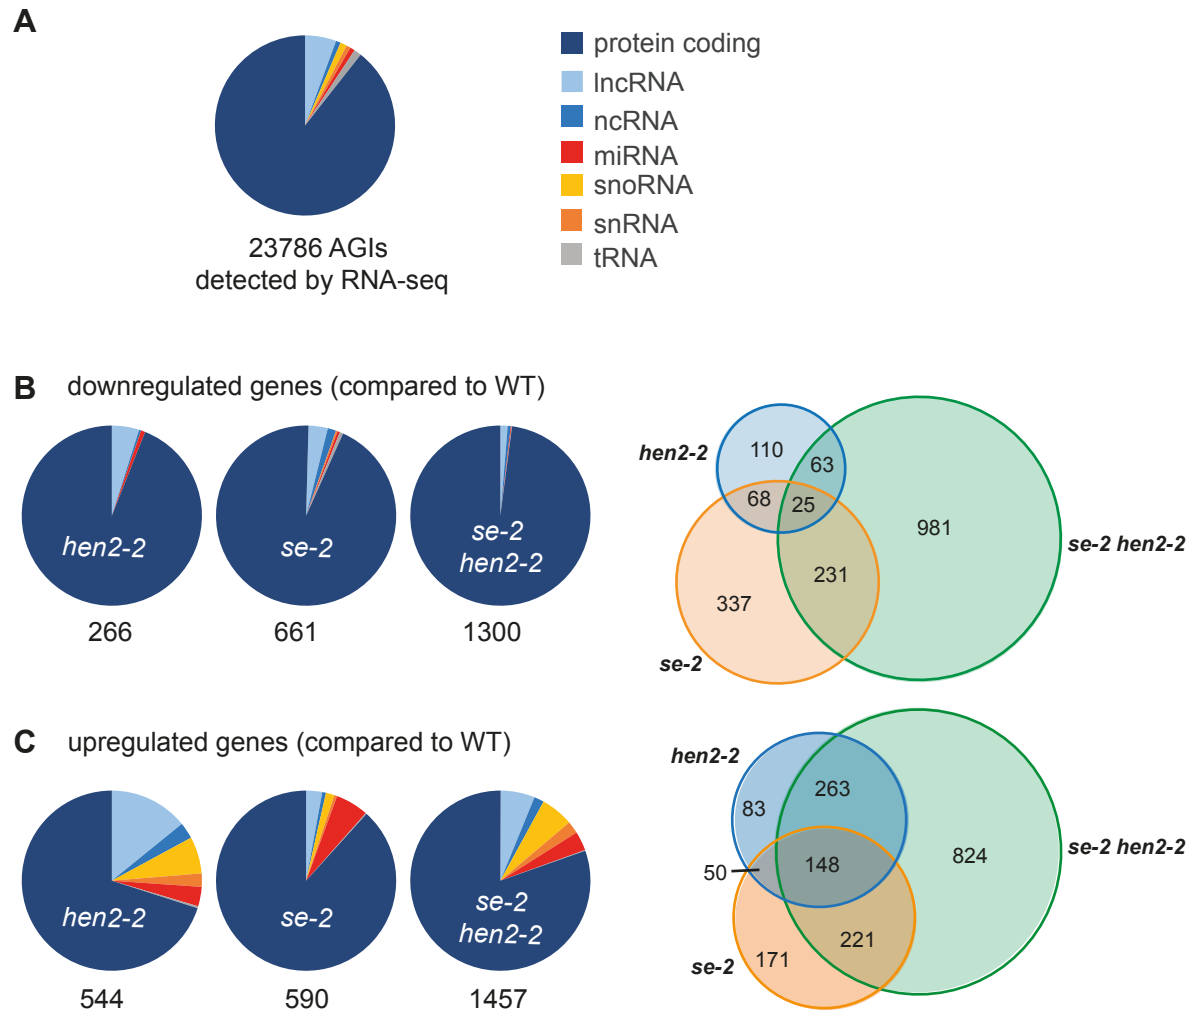

**Supplementary Fig. S6. Comparison of the transcriptomes of wild-type and mutant plants by RNA-seq.** (A) Pie chart showing the proportions of different types of RNAs among the 23786 annotated transcripts that were detected by RNA-seq. (B, C) DESeq2 analyses. Each of the RNA-seq datasets obtained from *hen2-2*, *se-2* and *se-2 hen2-2* samples was compared to wild type. The pie charts show the proportion of different types of RNAs that were significantly downregulated (B) or upregulated (C) in each genotype. The numbers below the charts indicate the total number of down- or upregulated genes. The Venn diagrams on the right display the numbers of specific and common transcripts for both downregulated (B) and upregulated genes (C).

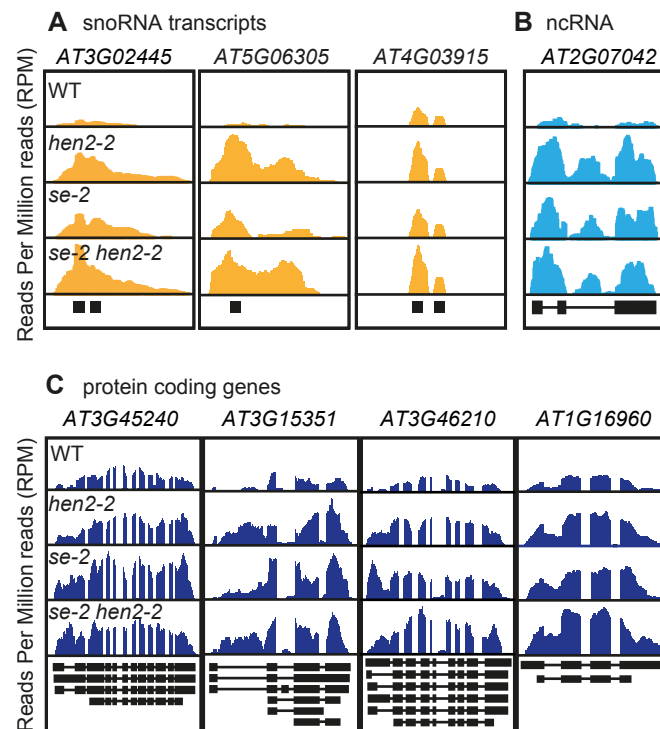

**Supplementary Fig. S7. Both *se-2* and *hen2-2* mutants accumulate substrates of nuclear RNA surveillance.** Common transcripts detected in each of *hen2-2*, *se-2* and *se-2 hen2-2*. Read distribution profiles of representative loci encoding snoRNAs (A), ncRNA (B) and protein coding genes with increased number of reads in their 5' regions (C). The schemes below each panel display the annotated genes with boxes as exons and lines as introns.

**A**

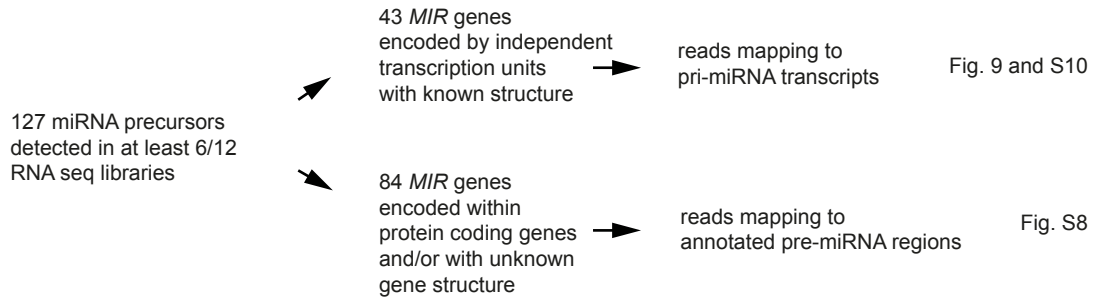

**B**

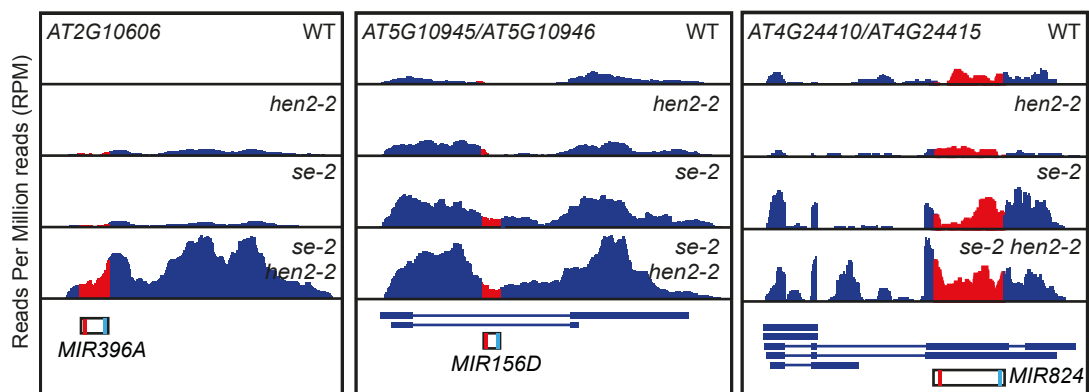

**C**

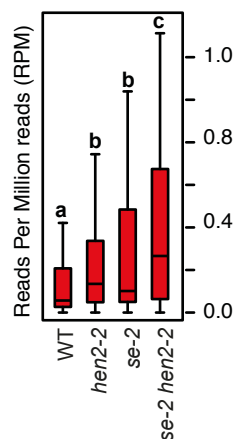

**Supplementary Fig. S8. Detection of primary miRNA precursors by RNA-seq.** (A) Diagram illustrating the analysis of pri-miRNA levels in the second RNA-seq dataset comprising a total number of 12 libraries, three biological replicates for each WT, *hen2-2*, *se-2* and *se-2 hen2-2*. (B) RNA-seq read distribution profiles for examples of the 84 miRNA-encoding loci with undetermined gene structure. All regions are shown in 5'-3' orientation of the encoded transcripts. The regions marked in red correspond to the known pre-miRNA sequences. The diagrams below display the annotated genes in these regions. Annotated pre-miRNAs are shown as white boxes, red and light blue bars mark the location of mature miRNAs and miRNA\*, respectively. Annotated protein-coding genes are shown in dark blue, with lines for introns and boxes for exons. (C) Boxplot calculated from the reads mapping to the pre-miRNA regions of the 84 annotated miRNA genes with unknown gene structure. Different letters mark significant differences between the samples (Wilcoxon Signed Rank test,  $p < 0.02$ ).

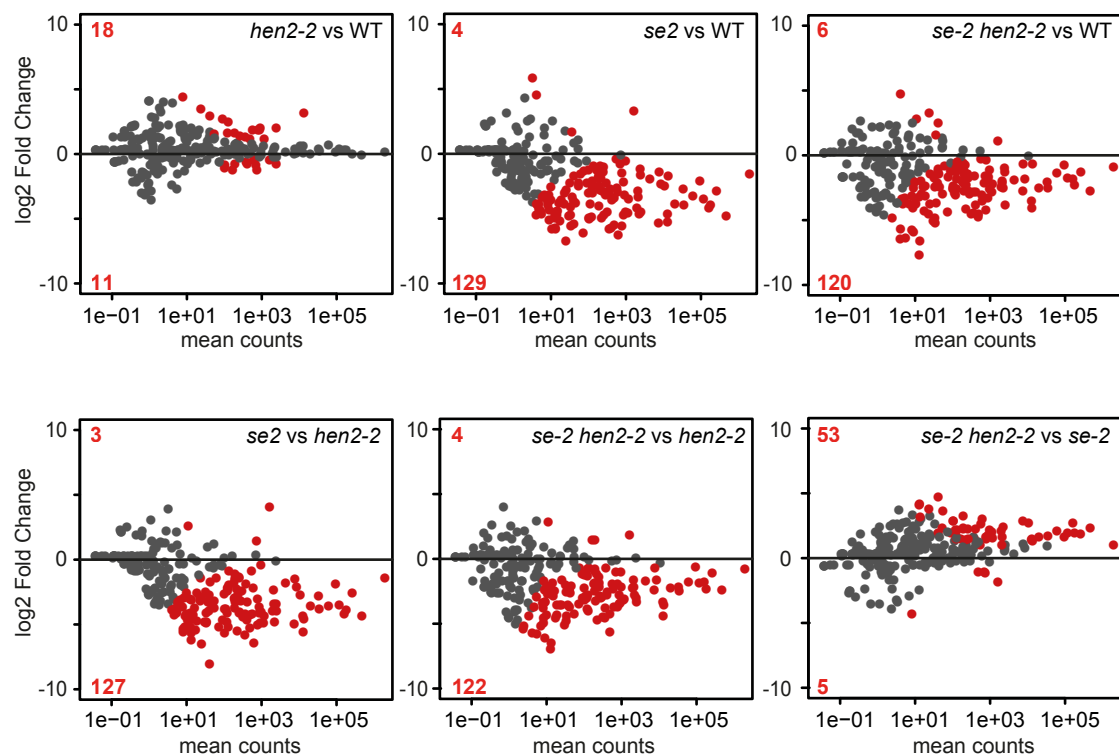

**Supplementary Fig. S9. The *hen2-2* mutation partially restores levels of mature miRNAs in the *se-2* background.** Pairwise comparisons of small RNA-seq data using DESeq2. For each miRNA, the log2 fold change was plotted against its normalised mean count. miRNAs that showed a significantly different accumulation are labelled in red. The number of miRNAs that are up-or downregulated for each comparison is given in the left corner of each panel.

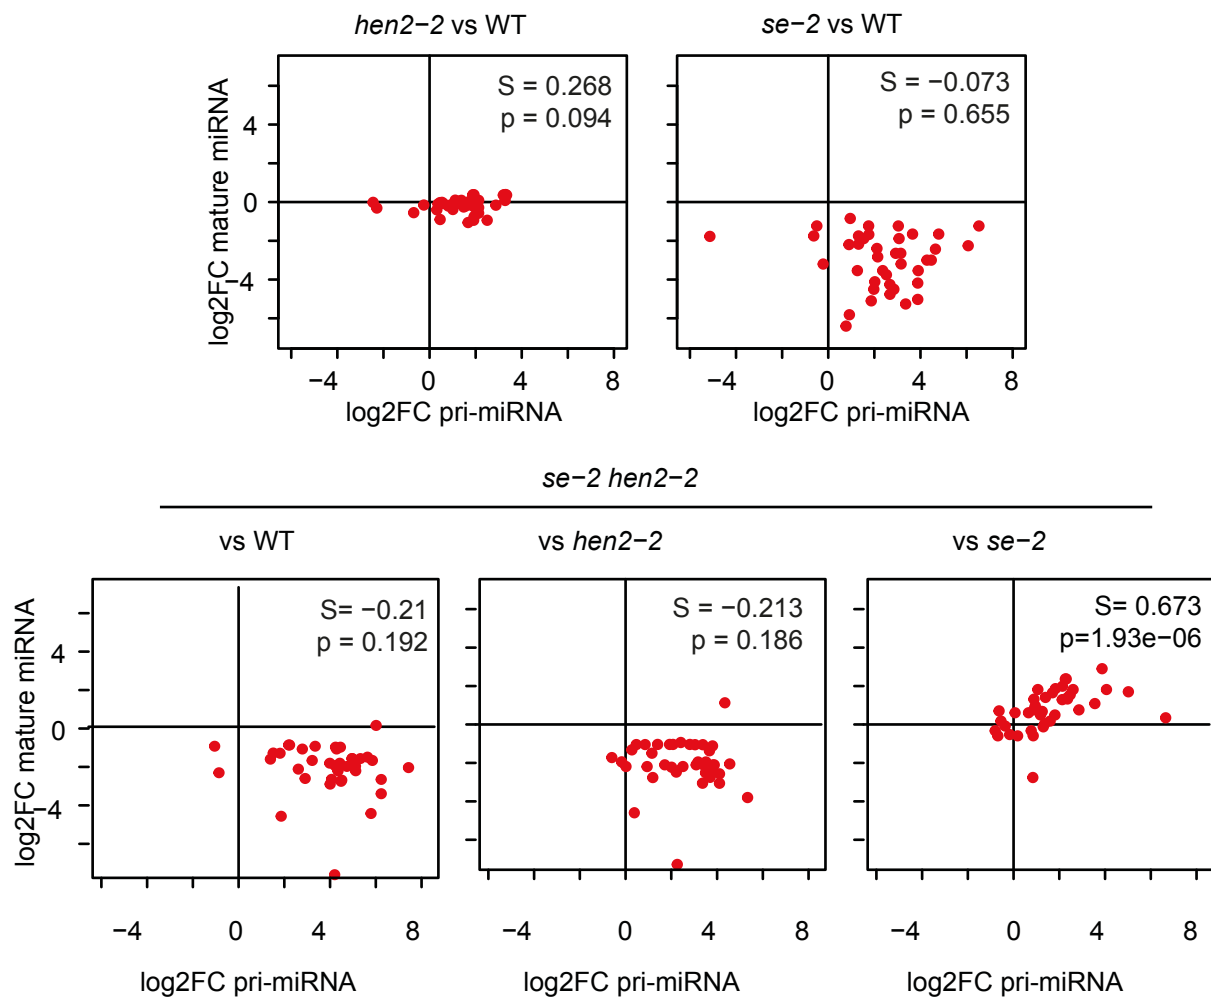

**Supplementary Fig. S10. Restoration of miRNA levels in *se-2 hen2-2* double mutants.** The data-sets for both RNA-seq and small RNA-seq data were compared by DESeq2. For each pairwise comparison, the fold-change of the 43 primary miRNAs with known gene structures and detected in 6/12 libraries was plotted against the fold-change of the corresponding mature miRNAs. Note that the three panels at the bottom are also shown in Fig. 9C. S, Spearman correlation coefficient; p, p-value.

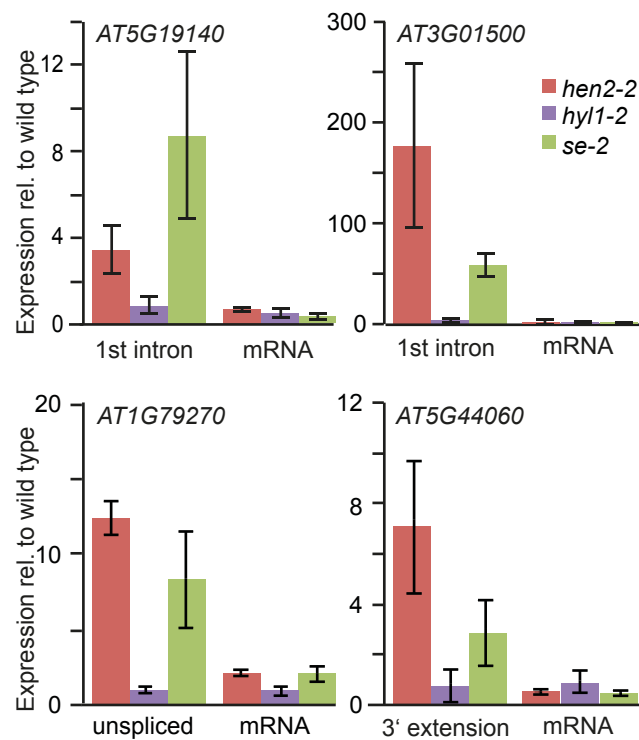

**Supplementary Fig. S11. HYL1 is not required for the degradation of nucleoplasmic exosome targets.** Accumulation of known RNA substrates determined by qRT-PCR in wild-type, *hen2-2*, *hyl1-2* and *se-2* plants. The bar graphs show the relative expression as compared to wild type as mean of three replicates, the error bars indicate the SD.

How the deposited data were processed for this re-analysis (not part of the article)

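The first RNA-seq experiment (RNA-seq 1) covered WT and *hen2-2* at 22 °C, and the second (RNA-seq 2) covered WT, *hen2-2*, *se-2* and *se-2 hen2-2* at 20 °C, with 3 biological replicates per genotype. The authors prepared stranded libraries from rosette leaves after depletion of ribosomal RNA. For RNA-seq 2 the authors deposited a table of counts per gene. According to their methods they removed the first 12 nt of the reads, adapters and ribosomal RNA reads, aligned the rest with HISAT2 and counted with StringTie and its helper program. That program turns coverage into counts with a read length the paper does not state. For RNA-seq 1 the authors deposited an estimated count of reads and a TPM value per transcript for each library, in the layout that salmon writes. The paper does not name the tool or its version, so the settings behind these estimates are not known. The small RNA libraries, read positions along genes, RNA blots and PCR data were not analysed here. Mature miRNA levels were taken from the paper's Supplementary Table S5.

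Estimated counts of RNA-seq 1 were summed over the transcripts of a gene and rounded, which gave 34262 genes, 26736 of them with at least 1 read. Of the values above 0, 31.7% were not whole numbers. Entries for 2 spike sequences, with at most 2 reads per library, were left out. Entries for pri-miRNAs (80) and for short pre-miRNAs (325) were added to the gene of the same identifier, and 1429 Ensembl non-coding RNA entries stayed as genes of their own. Gene types and positions came from the TAIR10.1 annotation. Of the genes of Supplementary Table S4 with a type, 820 of 824 had the same type there.

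Library totals in RNA-seq 1 were 84.1, 62.6 and 71.2 M reads for WT replicates 1 to 3 and 103.9, 91.3 and 105.5 M for *hen2-2* (M, 1000000). In RNA-seq 2 they were 120.6, 130.0 and 56.7 M counts in WT, 156.6, 156.0 and 51.8 M in *hen2-2*, 130.2, 58.1 and 58.0 M in *se-2*, and 138.0, 47.7 and 52.2 M in *se-2 hen2-2*. A single chloroplast ribosomal RNA, 23S, took 53.8 to 62.4% of each library in RNA-seq 1 and 28.3 to 41.7% in RNA-seq 2. Levels per total read are therefore lower than levels per nuclear read. A count of 3 was taken as the floor below which a level is given as a bound. Floors and binomial intervals cover counting error only.

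Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 and DESeq2 1.42.0 for comparison. Counts were normalized by the TMM method, genes with few reads were removed by the filter for expressed genes, and each comparison was a two-sided quasi-likelihood F test. The p values were adjusted by the Benjamini-Hochberg method and called at an adjusted p under 0.05, with no minimum fold change. The 12 libraries of RNA-seq 2 shared a fit, with 5 comparisons between genotypes and a contrast for the interaction of *hen2-2* and *se-2*. Overlaps of gene lists were tested with Fisher's exact test, one-sided for a larger overlap. Shares of transcript types were tested with Fisher's exact test, two-sided, adjusted over all types and sets. Lists were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry, all two-sided. Permutation tests used 100000 resamples in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Ratios of mean levels had 0.1 RPM added, where RPM is reads per 1000000 reads of the whole library. Levels in counts per 1000000 (CPM) use the TMM library sizes. A planned measure of how changes agree across genes is not reported here.

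Genes named in the text follow a rule. They are those the study names in the RNA-seq parts of its text or in Figures 5, 8 and 9 and Supplementary Figures S3, S7 and S8, the NEXT subunits, SE, HYL1 and DCL1. For each comparison the rule adds the 2 genes with the smallest adjusted p in each direction whose libraries do not overlap. Tests, filters, this rule and the alternatives were written down before the data were examined, apart from those named as chosen after seeing the data.

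Alternatives were DESeq2, RLE size factors, no filter for expressed genes, a term for the replicate, fits to the compared genotypes alone, and every library left out in turn. For RNA-seq 1 they included limma on log2 TPM with 1 or 0.1 added. For lists they included a minimum of 5 counts, other normalizations and 0.01 or 1 RPM added. For target genes a minimum mean of 50 counts was tried. Added after seeing the data were a term for replicate 1, a term for the libraries of over 100 M counts, and DESeq2 with a term for the replicate.

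The study does not say whether libraries of the same replicate number were grown or prepared together, so pairing was checked on the deviations of each library from its genotype mean. In RNA-seq 1 the correlations between libraries of the same number were 0.61, 0.35 and 0.69. In RNA-seq 2 they were 0.50, 0.32 and 0.28 between WT and *hen2-2* and 0.53, 0.13 and 0.21 between *se-2* and *se-2 hen2-2*. With a minimum of 0.1 in every replicate, these libraries count as paired. The smallest was 0.01 between WT and *se-2*, 0.01 between WT and *se-2 hen2-2*, 0.03 between *hen2-2* and *se-2* and 0.01 between *hen2-2* and *se-2 hen2-2*, which do not. Each of these values was at replicate 2. At replicate 1 the same pairs, in that order, had 0.45, 0.38, 0.52 and 0.46, and at replicate 3 0.18, 0.14, 0.19 and 0.17. Libraries that do not count as paired by this rule can therefore still share a difference between replicates.

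The pipeline was tested on simulated data with the library sizes and gene-wise spread of each experiment and known log2 changes of 1 and 2. The simulated libraries held no shared difference between replicates, and no fit with a replicate term was run on them. At RNA-seq 1 settings edgeR recovered 86 of 191 changed genes (45%), with 11 unchanged genes among its calls (11.3%). DESeq2 recovered 129 of 200 (64.5%), but 75 of its calls (36.8%) were unchanged genes, and limma recovered 69 of 191 (36.1%) with 52 unchanged genes called (43%). At RNA-seq 2 settings edgeR recovered 58 of 194 (29.9%) with 0 unchanged genes called, and DESeq2 92 of 200 (46%) with 40 unchanged genes called (30.3%). None was recovered in the wrong direction. A gene without a call is therefore no sign of an unchanged gene.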

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

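The interaction of *hen2-2* and *se-2* was tested as planned. The tests with a term for the libraries of over 100 M counts and the count over assignments with 1 library of replicate 1 per genotype were chosen only after its result was seen.

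The effect of *hen2-2* differed between the *se-2* and the WT background for 3 genes. For GSTF6 the log2 difference was 3.81 (standard error 0.37, edgeR adjusted p = 0.0063). Its level fell from 15.9 ± 6.69 CPM (SD, n = 3) in WT to 6.62 ± 0.523 in *hen2-2*, but rose from 7.2 ± 1.0 in *se-2* to 42.2 ± 5.8 in *se-2 hen2-2*. The edgeR adjusted p was 0.0553 without *hen2-2* replicate 2 and 0.0543 without *hen2-2* replicate 3. For APL3 the difference was 2.65 (standard error 0.30, edgeR adjusted p = 0.013). Its level was 7.36 ± 0.675 CPM in WT, 6.99 ± 0.928 in *hen2-2*, 6.78 ± 0.489 in *se-2* and 40.5 ± 12.2 in *se-2 hen2-2*. The edgeR adjusted p rose to 0.09 without *se-2* replicate 3. For AT3G11720 the difference was -1.97 (standard error 0.26, edgeR adjusted p = 0.041). Its level was 2.02 ± 0.158 CPM in WT, 2.87 ± 0.423 in *hen2-2*, 6.38 ± 0.621 in *se-2* and 2.33 ± 0.137 in *se-2 hen2-2*, and with any of the 12 libraries left out it was no longer called. AT3G11720 is one of the miRNA target genes below, so the selection effect named there applies to it.

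In 2 of 51 assignments of the 12 libraries to the genotypes, the actual one among them, at least 3 genes passed for the interaction, and the other of these gave 64. Both hold 1 library of replicate 1 per genotype. Of the 12 assignments with that balance, the actual one among them, 2 gave at least 3 genes. Other assignments mix genotypes, whose differences can enter the spread or the contrast. Their counts therefore cannot decide, and luck in the grouping stays open. Library depth is argued against, since with the term for the deep libraries the differences were 3.79 for GSTF6, 2.62 for APL3 and -1.96 for AT3G11720. Reads shared with related genes stay open for GSTF6 and APL3, which belong to gene families, as the authors' counting of such reads is not stated. A joint effect of losing HEN2 and SE on these genes stays open too, as a hypothesis found and tested on the same libraries. Growth or harvest differences that fall on a single genotype were not tested.

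The miRNA target genes stood out as a group. The effect of *hen2-2* on them differed between the backgrounds by a median of -0.96, with all 61 lower. It was -0.94 with the replicate block and -0.97 with the term for the deep libraries, which argues against depth. The biological explanation that the design names is that loss of HEN2 lowers target mRNAs where loss of SE had raised them. A selection effect stays open beside it. The study chose these genes on the same libraries as higher in *se-2*, and a list chosen for high values in *se-2* falls back in the other mutants by chance. That effect was not tested, as it needs a list chosen on other libraries.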

How the results depend on the processing

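The settings compared here were written down before the results were seen, apart from DESeq2 with a term for the replicate, the term for replicate 1 and the term for the libraries of over 100 M counts, which were chosen only after seeing the data. Numbers of called genes moved with nearly every setting, and the cause was not tested except where stated.

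In RNA-seq 1, *hen2-2* against WT gave 1382 genes higher and 1012 lower with the replicate block in edgeR, 617 and 360 with the DESeq2 Wald test, and 913 and 841 with DESeq2 with the replicate block. With limma on log2(TPM + 1) it gave 63 and 15. RLE size factors, no expression filter and limma on log2(TPM + 0.1) kept the counts within 1.5-fold. From 0 to 191 genes were higher and from 0 to 77 lower across the fits that each left out one replicate. Fewer libraries leave fewer residual degrees of freedom, and calls fell to 0 without *hen2-2* replicate 2, WT replicate 1 or WT replicate 2.

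In RNA-seq 2, *hen2-2* against WT gave 163 genes higher and 16 lower with the replicate block in edgeR, and the corresponding counts were 155 and 14 with the term for replicate 1, and 133 and 5 with the term for the deep libraries. The DESeq2 Wald test gave 235 and 35, DESeq2 with the replicate block 545 and 266, and DESeq2 on the compared groups alone 217 and 51. In edgeR on the compared groups alone the counts were 25 and 0. From 23 to 41 genes were higher and from 0 to 1 lower across the fits that each left out one replicate.

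For *se-2* against WT in RNA-seq 2, the replicate block gave 207 genes higher and 190 lower, the term for replicate 1 194 and 155, and the term for the deep libraries 79 and 45. DESeq2 gave 203 and 145 in the Wald test on all libraries, 593 and 672 with the replicate block, and 157 and 110 on the compared groups alone. On those groups edgeR gave 3 and 2. Leaving out each replicate in turn gave from 11 to 35 genes higher and from 3 to 9 lower.

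For *se-2 hen2-2* against WT in RNA-seq 2, the replicate block gave 868 genes higher and 696 lower, the term for replicate 1 841 and 640, and the term for the deep libraries 526 and 284. DESeq2 gave 751 and 465 in the Wald test on all libraries, 1445 and 1290 with the replicate block, and 640 and 299 on the compared groups alone, where edgeR gave 140 and 23. From 124 to 307 genes were higher and from 28 to 153 lower when each replicate was left out.

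For *se-2 hen2-2* against *hen2-2* in RNA-seq 2, the replicate block gave 363 genes higher and 355 lower, the term for replicate 1 320 and 317, and the term for the deep libraries 179 and 131. DESeq2 gave 291 and 232 in the Wald test on all libraries, 829 and 866 with the replicate block, and 264 and 129 on the compared groups alone, where edgeR gave 24 and 2. Without single replicates the numbers were from 16 to 61 genes higher and from 1 to 34 lower.

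For *se-2 hen2-2* against *se-2* in RNA-seq 2, the replicate block gave 465 genes higher and 261 lower, the term for replicate 1 449 and 248, and the term for the deep libraries 308 and 124. DESeq2 gave 396 and 230 in the Wald test on all libraries, 1011 and 737 with the replicate block, and 321 and 111 on the compared groups alone, where edgeR gave 48 and 7. Without single replicates the numbers were from 44 to 111 genes higher and from 4 to 40 lower.

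The interaction of *hen2-2* and *se-2* passed for 84 genes with the replicate block, 83 with the term for replicate 1, 9 with the term for the deep libraries, 144 in the DESeq2 Wald test and 752 in DESeq2 with the replicate block. It was 0 to 4 with each replicate left out. Fits to the compared groups alone cannot hold an interaction and gave no value.

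The share of called genes that were higher also moved. In edgeR it was 96.7% in *hen2-2*, 82.5% in *se-2* and 71.9% in *se-2 hen2-2* against WT, and 91.1%, 52.1% and 55.5% with the replicate block. The block kept every gene called without it. On simulated data DESeq2 without a replicate term called more unchanged genes than edgeR did, so its larger counts are not by that fact closer to the truth. DESeq2 with the replicate block was not run on simulated data, so its share of unchanged genes is not known.

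Overlaps moved with the lists they join. Genes higher in *hen2-2* and *se-2 hen2-2* numbered 145 with the replicate block, 203 in the DESeq2 Wald test, 412 in DESeq2 with the replicate block, 17 in edgeR on the compared groups alone and 151 in DESeq2 on those groups. For *se-2* and *se-2 hen2-2* the overlap was 140, 146, 369, 2 and 81 in the same order. Genes higher in *hen2-2* and *se-2 hen2-2* but not *se-2* numbered 99, 140, 266, 17 and 125, and genes higher in *se-2* and *se-2 hen2-2* but not *hen2-2* numbered 94, 83, 223, 2 and 55. All 3 mutants shared 46, 63, 146, 0 and 26 genes. Genes higher in *se-2 hen2-2* than in each single mutant numbered 152, 102, 257, 7 and 105.

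Across the fits that each left out one replicate, the overlap of *hen2-2* and *se-2 hen2-2* ran from 20 to 56 and that of *se-2* and *se-2 hen2-2* from 9 to 38. Without genes called in the remaining mutant they ran from 15 to 45 and from 4 to 28. All 3 mutants shared from 5 to 14 genes, and from 7 to 27 were higher in *se-2 hen2-2* than in each single mutant.

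The percent protein-coding among genes higher in *se-2* and *se-2 hen2-2* but not *hen2-2* was 83.0 with the replicate block, 87.9 in DESeq2 with the replicate block and 0.0 in edgeR on the compared groups alone, where only 2 genes were left. It ran from 25.0 to 57.1 with each replicate left out. The fits to the compared groups alone gave no share for genes higher in all 3 mutants in edgeR, since no gene was left.

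The medians of the log2 ratio of pri-miRNA levels kept their direction, and the sign-flip test its side of the threshold, under each setting run for them in both experiments. A term for the replicate cannot enter that ratio. In the list tests on the fit with that term, camera with the estimated correlation lost its side of the threshold in RNA-seq 1 (p = 0.096, and p = 0.0098 without the term), while fry kept it (p = 0.0087). Their ranges with each replicate left out were 0.71 to 0.88 in RNA-seq 1 and, in RNA-seq 2 against WT, 0.43 to 0.85 in *hen2-2*, 1.53 to 1.77 in *se-2* and 2.58 to 3.07 in *se-2 hen2-2*. For *se-2 hen2-2* they were 1.81 to 2.37 against *hen2-2* and 0.74 to 1.10 against *se-2*. Among incompletely annotated miRNA precursors, *se-2* against WT lost its side of the threshold when detected at 5 counts, with a median of 0.43 over fewer precursors.

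The median change of the miRNA target genes in *se-2 hen2-2* against WT was near 0 and its side of the threshold depended on the setting and the test. It was 0.08 with the replicate block and 0.08 in the DESeq2 Wald test, past the threshold of camera with the preset correlation in neither, while fry with the block gave p = 0.0022. It was -0.02 with the term for the deep libraries, where its sign turned. Without *se-2 hen2-2* replicate 3 it turned as well, to -0.05, and with each replicate left out it ran from -0.05 to 0.25. In *hen2-2* against WT the median of the miRNA target genes ran from 0.04 to 0.22. The cause was not tested.

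Pearson's r of pri-miRNA change and mature miRNA change in *hen2-2* against WT passed an unadjusted p of 0.05 in several settings and not in edgeR. It was 0.33 with the log2 ratio of mean RPM with 0.01 added, 0.35 in the DESeq2 Wald test, 0.37 with 1 value per mature miRNA and 0.55 over mature miRNAs of at least 1 RPM in WT, and ran from 0.15 to 0.41 with each replicate left out. For *se-2* against WT it changed sign around 0, from -0.06 to 0.02 with each replicate left out. For *se-2 hen2-2* against *se-2* it was 0.29 over mature miRNAs of at least 1 RPM in WT, which no longer passed, and kept its sign and its side in the others.

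For the *hen2-2* effect in the RNA-seq experiments, genes higher in both numbered 151 in the DESeq2 Wald test, 130 with the replicate block and 22 above the median mean count. With each replicate left out in turn the number ran from 0 to 30, with 22 without WT replicate 1 and 18 without WT replicate 2 of RNA-seq 2.

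For the 106 named genes and shares, 1322 of 1657 values kept their direction and their side of the threshold. Another 212 lost the threshold, 84 gained it, 39 moved in size and 0 turned their sign. Most of the losses came from fits with a replicate left out. Where the replicate numbers pair the libraries, the values with the replicate block are given with each named gene whose call it changed, and it changed no other call. Where they do not pair them, the block called ARF8, ATHB-15 and CSD1 in *se-2* against WT, U6-1, BAM5, AT1G73600, AT4G21910, MIR167d and AT2G07042 in *se-2 hen2-2* against WT, and U4.8 in *se-2 hen2-2* against *hen2-2*, all with their direction unchanged. Depth limits what the transcripts with few counts can show, above all the pri-miRNAs in WT and the incompletely annotated precursors.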

Differences from the paper's values

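Of the settings compared in this part, DESeq2 with a term for the replicate and the term for replicate 1 were chosen only after the values had been seen, and all others were set before the data were examined.

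The paper's text gives 544 genes higher in *hen2-2* and 590 in *se-2*, where 58 and 52 were called here. For *se-2 hen2-2* it shows about 1500 genes higher in Supplementary Fig. S6, read by eye, where 333 were called here. Genes lower were about 270 in *hen2-2*, about 660 in *se-2* and about 1300 in *se-2 hen2-2* in the paper's Supplementary Fig. S6, read by eye, and 2, 11 and 130 here. No setting chosen before the data were examined closed these differences. DESeq2 with a term for the replicate, chosen after seeing the values, gave 545, 593 and 1445 genes higher and 266, 672 and 1290 lower.

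Shared genes differ as well. The paper gives 411 genes higher in *hen2-2* and *se-2 hen2-2* and 369 higher in *se-2* and *se-2 hen2-2*, where 55 and 39 were shared here. For those not called in the remaining mutant the paper gives 263 and 211, where 41 and 25 were found. It gives 148 genes for all 3 mutants, 265 genes higher in *se-2 hen2-2* than in each single mutant, and 131 common genes that were not higher in *se-2 hen2-2* than in both single mutants. Here these were 14, 34 and 12. The settings set before the data were examined left all of these differences open. DESeq2 with a term for the replicate, chosen after seeing the values, gave 412, 369, 266, 223, 146, 257 and 129 in the same order.

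Transcript types differ in part. Long non-coding RNAs were 22.2% of the genes higher in *hen2-2* and *se-2 hen2-2* but not *se-2* in the paper, and 7.32% here. Of the settings fixed before the data were examined, the DESeq2 Wald test with 16.4% left a ratio under 1.5, while 11.1% under the replicate block in edgeR and 14.4% in DESeq2 on the compared groups alone still differed. In edgeR on the compared groups alone (5.88%), without *se-2 hen2-2* replicate 3 (6.9%) and without *se-2* replicate 2 (9.52%), counting error covers the difference. DESeq2 with a term for the replicate, chosen after seeing the values, gave 22.6%. MiRNA genes were 8.1% of the genes higher in *se-2* and *se-2 hen2-2* but not *hen2-2* in the paper, and 32.0% here. The replicate block with 14.9% and the DESeq2 Wald test with 16.9% left no difference beyond counting error, and DESeq2 on the compared groups alone with 23.6% did. Counting error also covers the difference in the few genes left in edgeR on the compared groups alone (50.0%) and without *se-2* replicate 2 (33.3%), *se-2* replicate 3 (40.0%), WT replicate 1 (50.0%) or WT replicate 2 (40.0%). The share was 8.07% in DESeq2 with a term for the replicate, chosen after seeing the values.

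The paper gives an average of 39 M mapped reads per library for the second experiment (M, 1000000), where the deposited counts add up to 96.3 M per library on average. Counts made from coverage are not the same quantity as mapped reads, and no setting bears on this value.

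From the paper's own levels in Supplementary Table S5, the median log2 ratio of pri-miRNAs in *se-2 hen2-2* against WT is 3.42 with 0.1 RPM added, where 2.77 was found here. The RPM in that table are 2.28 times those here (median over 170 levels of RNA-seq 2), so the same 0.1 RPM weighs less there, and on the table's scale the median here is 3.44. For the miRNA target genes in *se-2* against WT, the paper's listed fold changes have a median of 0.99, where 0.96 was found here. The replicate block in edgeR, set before the data were examined, gave 0.99.

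The paper counts snRNAs among the transcripts with higher levels in *se-2 hen2-2* than in each single mutant. Of the 34 genes of that group found here, 0 were snRNAs, and U4.8 was called against WT and *se-2* but not against *hen2-2*. Among settings fixed before the data were examined, the replicate block gave a share of 1.32% snRNAs and the DESeq2 Wald test 2.94%, and both called U4.8 against *hen2-2*. DESeq2 with a term for the replicate, chosen after seeing the values, gave 6.23%.

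The paper shows MIR159a, MIR159b and MIR172b with more reads in *hen2-2* at 22 °C, where edgeR did not call them. It shows U6-1, BAM5, AT1G73600, AT4G21910, AT2G07042 and MIR167d with more reads in *se-2 hen2-2* than in WT, and ATSDI1 with more than in *se-2*, which were not called either. It shows ARF8, ATHB-15 and CSD1 as higher in *se-2*, and these genes and AT1G63130 as lower in *se-2 hen2-2* than in *se-2*, again without a call here. Of the settings fixed before the data were examined, the replicate block called each of these. The DESeq2 Wald test called each except AT1G73600, CSD1 in *se-2*, and ARF8, ATHB-15 and CSD1 in *se-2 hen2-2* against *se-2*. DESeq2 on the compared groups alone called each gene of RNA-seq 2 except ARF8 and ATHB-15 in *se-2 hen2-2* against *se-2*. With no expression filter MIR172b, ATSDI1 and MIR167d were called, and without WT replicate 1 AT4G21910 was. DESeq2 with a term for the replicate, chosen after seeing the values, called each of them.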

Other observations

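Chosen only after the result was seen were the tests of library depth and of the choice of replicate for the clock genes, and the test of the steps between low counts. Each other test in this part was set before its result was known.

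In each of the comparisons between genotypes, other splits of the 6 libraries were counted. For *hen2-2* against WT in RNA-seq 1, 1 of the 10 splits, the actual one, gave as many called genes. In RNA-seq 2 it was also 1 of 10 for *hen2-2*, *se-2* and *se-2 hen2-2* against WT, and 1 of 10 for *se-2 hen2-2* against *hen2-2* and against *se-2*. A split of 3 against 3 libraries cannot give a share under 0.1, so with these splits alone the calls cannot be told apart from luck in the grouping. The largest count from any other split was 1 gene, in *se-2* against WT. Where the replicate numbers pair the libraries, the other splits that part as many pairs gave fewer genes too.

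For results on all 12 libraries, 51 assignments of the libraries to the genotypes were compared, the actual one among them. The others mix genotypes within a group, which can add to its spread and lower the number of calls, so they do not measure luck alone. The actual one alone reached 34 genes higher in *se-2 hen2-2* than in each single mutant (1 of 51) and 55 genes shared by *hen2-2* and *se-2 hen2-2* (1 of 51). At least 39 genes shared by *se-2* and *se-2 hen2-2* came up in 2 of 51. The other of these put all replicate 1 libraries but one into the place of WT and shared 108 genes, so a difference between replicates can make such an overlap where the genotypes are unbalanced for it. The actual genotypes each hold 1 library of replicate 1.

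Replicate 1 of RNA-seq 2 stood apart from replicates 2 and 3 in every genotype. Across genotypes, 1808 genes were higher and 1618 lower in replicate 1 (edgeR adjusted p under 0.05), and no other choice of 1 library per genotype gave as many (1 of 81). A difference in depth is argued against as the reason. Among 1635 genes that set replicate 1 apart in *se-2* and *se-2 hen2-2*, the median change between the equally deep replicates 1 and 2 of *hen2-2* was 0.84 in the same direction, with 95.5% of genes on that side, and 0.71 in WT. Genes of the circadian clock were among them, with LHY at -5.46 and TOC1 at 2.79 on the log2 scale. A candidate explanation is harvest at another time of day. In 8 other clock genes, the mean change of the evening genes minus that of the morning genes was 7.32 (exact permutation test, p = 0.0286, the smallest that 70 orderings allow when both directions count). PRR5, at 0.00, was the exception among the evening genes. In RNA-seq 1, replicate 3 differed from the others by -5.48 in the same measure (exact permutation test, p = 0.0286). Times of harvest are not stated in the paper, and another batch effect that moves clock genes stays open. Each genotype holds each replicate, so the comparisons of genotypes are balanced for this difference. The main fit has no term for it, so it adds to the spread within genotypes. With the term for replicate 1, chosen after seeing the data, 841 genes were higher and 640 lower in *se-2 hen2-2* against WT. Without it there were 333 and 130.

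The response of the pri-miRNAs to loss of HEN2 in the *se-2* background and in WT was compared, with a median difference of 0.00. The tests of whether depth or few reads make a difference had no median difference to start from. The median was 0.31 with the term for the deep libraries and -0.09 over the pri-miRNAs above the list's median mean count, with members on both sides of 0. Whether depth or few reads at the pri-miRNAs in WT make or hide a difference cannot be told apart with medians near 0 over members that go both ways.

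If transcripts of genes with higher levels in *se-2 hen2-2* ran on into the next gene, downstream neighbours would rise more than upstream ones. Within 1000 bp on the same strand, the median log2 fold change was 0.19 in 68 downstream neighbours and 0.06 in 76 upstream neighbours. The difference was 0.13 (permutation test, p = 0.37), and 5 neighbours on each side were called higher themselves. Read-through into the next gene cannot be told apart from no such effect with these numbers. No biological explanation was tested.

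Low values of the counts in RNA-seq 2 pile up in steps. The value 4 was the most frequent count above 0 in each of the 12 libraries, whatever their depth, and 1 was the most frequent in the 6 libraries of RNA-seq 1. Over all RNA-seq 2 libraries, 4 occurred 4741 times, 3 occurred 2176 times and 5 occurred 1156 times, with further peaks at 8 (2617) and 11 (1809). A candidate explanation is that counts were computed from coverage with a read length other than the real one. A fixed scaling of this kind would leave ratios between libraries as they are, but it changes how precise a count of a few reads looks.

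The change in *hen2-2* against WT was compared across the experiments, which differ in plants, temperature and counting. Of 57 genes called higher in RNA-seq 2 and 177 in RNA-seq 1, 34 were called in both (one-sided Fisher's exact test, p = 2.8e-55), and 56 of the 57 had a positive change in RNA-seq 1. A single gene, HEN2, was called lower in both.

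Genes of the paper's Supplementary Table S4 were looked up. The study chose them as higher in these mutants on these libraries, so their positive changes here are no independent evidence. Of the 148 listed for all 3 mutants, 118 were tested and 118 had positive changes in each of these mutants against WT, while 14 were called in each. For *hen2-2* and *se-2 hen2-2* but not *se-2*, 215 of 261 were tested, 215 were positive in both and 33 fell into the same set. For *se-2* and *se-2 hen2-2* but not *hen2-2*, these numbers were 195 of 221, 195 and 11, and for higher levels in *se-2 hen2-2* than in each single mutant 256 of 256, 256 and 33. In edgeR with the replicate block, 46, 88, 77 and 150 of the listed genes fell into the same sets, in the order given here. There were 146 of 148, 261 of 261, 220 of 221 and 256 of 256 in DESeq2 with a term for the replicate, chosen only after the values were seen.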
